# Nuclear receptor corepressor 1 represses cardiac hypertrophy

**DOI:** 10.15252/emmm.201809127

**Published:** 2019-09-18

**Authors:** Chao Li, Xue‐Nan Sun, Bo‐Yan Chen, Meng‐Ru Zeng, Lin‐Juan Du, Ting Liu, Hui‐Hui Gu, Yuan Liu, Yu‐Lin Li, Lu‐Jun Zhou, Xiao‐Jun Zheng, Yu‐Yao Zhang, Wu‐Chang Zhang, Yan Liu, Chaoji Shi, Shuai Shao, Xue‐Rui Shi, Yi Yi, Xu Liu, Jun Wang, Johan Auwerx, Zhao V Wang, Feng Jia, Ruo‐Gu Li, Sheng‐Zhong Duan

**Keywords:** cardiac hypertrophy, class IIa HDACs, MEF2a, nuclear receptor corepressor 1, Cardiovascular System

## Abstract

The function of nuclear receptor corepressor 1 (NCoR1) in cardiomyocytes is unclear, and its physiological and pathological implications are unknown. Here, we found that cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice manifested cardiac hypertrophy at baseline and had more severe cardiac hypertrophy and dysfunction after pressure overload. Knockdown of NCoR1 exacerbated whereas overexpression mitigated phenylephrine‐induced cardiomyocyte hypertrophy. Mechanistic studies revealed that myocyte enhancer factor 2a (MEF2a) and MEF2d mediated the effects of NCoR1 on cardiomyocyte hypertrophy. The receptor interaction domains (RIDs) of NCoR1 interacted with MEF2a to repress its transcriptional activity. Furthermore, NCoR1 formed a complex with MEF2a and class IIa histone deacetylases (HDACs) to suppress hypertrophy‐related genes. Finally, overexpression of RIDs of NCoR1 in the heart attenuated cardiac hypertrophy and dysfunction induced by pressure overload. In conclusion, NCoR1 cooperates with MEF2 and HDACs to repress cardiac hypertrophy. Targeting NCoR1 and the MEF2/HDACs complex may be an attractive therapeutic strategy to tackle pathological cardiac hypertrophy.

## Introduction

Prolonged cardiac hypertrophy is an independent risk factor for heart failure (Frey & Olson, 2003), a major cause of morbidity and mortality worldwide (Benjamin *et al*, 2017). Pathological conditions such as long‐term hypertension, myocardial infarction, and valvular stenosis often lead to heart failure (Heineke & Molkentin, 2006). Cardiac hypertrophy is a common theme during the deleterious development of these diseases (Heineke & Molkentin, 2006). Therefore, identifying efficient targets and strategies to restrain pathological cardiac hypertrophy remains to be a promising approach to curb the rising trend of heart failure.

Transcriptional regulation exerts fundamental roles in the process of pathological cardiac hypertrophy and heart failure (Heineke & Molkentin, 2006). Reactivation of fetal genes, including *Acta1*,* Nppa*, and *Nppb*, is a characteristic of cardiac hypertrophy and an important molecular mechanism underlying the hypertrophy of cardiomyocytes (Kuwahara *et al*, 2012). Transcription factors are critical players in regulating the upregulation of fetal genes and therefore promising targets for the intervention of cardiac hypertrophy (Heineke & Molkentin, 2006; Kohli *et al*, 2011). Among them, myocyte enhancer factor 2 (MEF2) family, including MEF2a, MEF2b, MEF2c, and MEF2d, has been considered as core transcription factors in cardiac development and reprogramming (Potthoff & Olson, 2007; Desjardins & Naya, 2016). Furthermore, MEF2a, MEF2c, and MEF2d are well characterized for their crucial roles in cardiac hypertrophy (van Oort *et al*, 2006; Xu *et al*, 2006; Kim *et al*, 2008; Gao *et al*, 2016), and MEF2b has been implicated to play a role in cardiac development (Molkentin *et al*, 1996).

Another critical aspect of gene transcriptional regulation is epigenetic modification, which is controlled by chromatin‐modifying enzymes (Dirkx *et al*, 2013). Histone deacetylases (HDACs) are a group of such enzymes (Seto & Yoshida, 2014). Class IIa HDACs, containing HDAC4, HDAC5, HDAC7, and HDAC9, play protective roles during cardiac hypertrophy (McKinsey, 2011). Overexpression of HDAC4 (Backs *et al*, 2011), HDAC5 (Vega *et al*, 2004), or HDAC9 (Zhang *et al*, 2002) in neonatal rat ventricular myocytes (NRVMs) represses hypertrophy. Conversely, HDAC5 or HDAC9 knockout mice develop more severe cardiac hypertrophy after pressure overload (POL; Zhang *et al*, 2002; Chang *et al*, 2004). Moreover, class IIa HDACs are able to interact with MEF2 to regulate the transcription of fetal genes (Dirkx *et al*, 2013).

Transcriptional coregulators (including coactivators and corepressors) act as intermediates connecting to both transcription factors and chromatin‐modifying enzymes, all of which together determine the final transcriptional output (Mottis *et al*, 2013). Therefore, these coregulators may play important roles in regulating hypertrophy of cardiomyocytes. It has been demonstrated that the coactivator p300 promotes cardiac hypertrophy and its deletion attenuates POL‐induced hypertrophy (Slepak *et al*, 2001; Gusterson *et al*, 2003; Wei *et al*, 2008). However, less attention has been paid to the functions of corepressors during cardiac hypertrophy. Nuclear receptor corepressor 1 (NCoR1) and its homologous protein silencing mediator of retinoic acid and thyroid hormone receptor (SMRT) are among the most studied corepressors (Mottis *et al*, 2013). SMRT has been reported to participant in cardiac development (Jepsen *et al*, 2008). Although human studies have identified NCoR1 as a candidate gene for pathogenesis of left‐sided congenital heart disease (Hitz *et al*, 2012), the exact functions of NCoR1 during cardiac development and disease have not been explored.

Here, we delineated the function of NCoR1 in cardiomyocytes both *in vivo* and *in vitro*, and explored the underlying mechanisms. We generated cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice and investigated the impact of cardiomyocyte NCoR1 deficiency under physiological and pathological condition. We then utilized NRVMs to study the roles of NCoR1 in phenylephrine‐induced cardiomyocyte hypertrophy. Subsequently, we explored the underlying mechanisms how NCoR1 interacted with MEF2 and HDAC to regulate cardiac hypertrophy. Finally, we explored the possibility of gene therapy using NCoR1 for pathological cardiac hypertrophy.

## Results

### NCoR1 deficiency in cardiomyocytes leads to cardiac hypertrophy in mice

To explore the function of NCoR1 in cardiac hypertrophy, we first detected the expression of NCoR1 in hypertrophied hearts or cardiomyocytes. Heart samples from hypertrophic cardiomyopathy patients exhibited elevated expression of genes related to pathological cardiac hypertrophy, such as *Nppa, Nppb*, and *Myh7* (Fig EV1A). Western blotting analysis revealed that the protein level of NCoR1 was elevated in heart samples from hypertrophic cardiomyopathy patients (Fig EV1B and C). In mouse model of cardiac hypertrophy induced by angiotensin II or abdominal aortic constriction (AAC), the protein level of NCoR1 was also upregulated in hypertrophied hearts (Fig EV1D–I). In cultured NRVMs, phenylephrine increased the expression of NCoR1 (Fig EV1J). These results indicated that NCoR1 played an important role in cardiac hypertrophy.

**Figure EV1:**
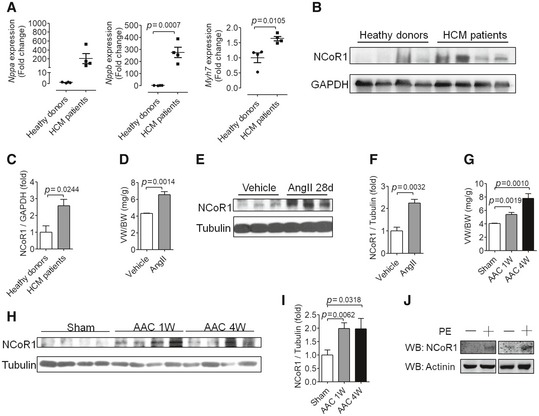
The expression of nuclear receptor corepressor 1 (NCoR1) is elevated in hypertrophied hearts or cardiomyocytes AQuantitative reverse transcriptase polymerase chain reaction (qRT–PCR) analysis of hypertrophy‐related genes in heart samples from healthy donors or hypertrophic cardiomyopathy (HCM) patients. *n* = 4:4. *Nppa, natriuretic peptide type A*;* Nppb, natriuretic peptide type B*;* Myh7, myosin, heavy polypeptide 7, cardiac muscle, beta*.BWestern blotting analysis of NCoR1 in heart samples from healthy donors or HCM patients.CQuantification of (B). *n* = 4:4.DVentricular weight‐to‐body weight ratio (VW/BW) of C57BL/6 mice infused with vehicle (0.9% NaCl) or angiotensin II (AngII) for 4 weeks. *n* = 3:3.EWestern blotting analysis of NCoR1 in ventricular samples from mice shown in (D).FQuantification of (E). *n* = 3:3.GVW/BW of C57BL/6 mice subjected to sham operation or abdominal aortic constriction (AAC) for 1 or 4 weeks. *n* = 4:4:4.HWestern blotting analysis of NCoR1 in ventricular samples from mice shown in (G).IQuantification of (H). *n* = 4:4:4.JWestern blotting analysis of NCoR1 in neonatal rat ventricular myocytes treated without or with phenylephrine (PE) for 24 h.Data information: Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.Source data are available online for this figure.

We then generated cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice by crossing floxed NCoR1 mice (Yamamoto *et al*, 2011) with αMHC‐Cre mice (Duan *et al*, 2005; Appendix Fig S1A). Western blotting and qRT–PCR analysis revealed that NCoR1 was specifically deleted in heart samples of CMNKO mice (Appendix Fig S1B and C).

Unexpectedly, CMNKO mice manifested cardiac hypertrophy at baseline as demonstrated by the ratios of ventricular weight to tibia length (VW/TL) and ventricular weight to body weight (VW/BW), particularly at 10 months old (Fig 1A and B). H&E and wheat germ agglutinin staining illustrated that cross‐sectional areas of cardiomyocytes in CMNKO mice were significantly larger (Fig 1C–E). Expression of fetal genes, including *Acta1*,* Nppa*, and *Nppb*, was significantly upregulated in heart samples of CMNKO mice (Fig 1F). Furthermore, both ejection fraction (EF) and fractional shortening (FS) were significantly lower in CMNKO mice at 10 months old, indicating impaired cardiac function (Fig 1G and H, Appendix Table S1). Ten‐month‐old αMHC‐Cre mice had similar cardiac function comparing to age‐matched LC mice (Fig EV2 and Appendix Table S2), indicating that the αMHC‐Cre mice we used did not cause cardiac toxicity at this age.

**Figure 1:**
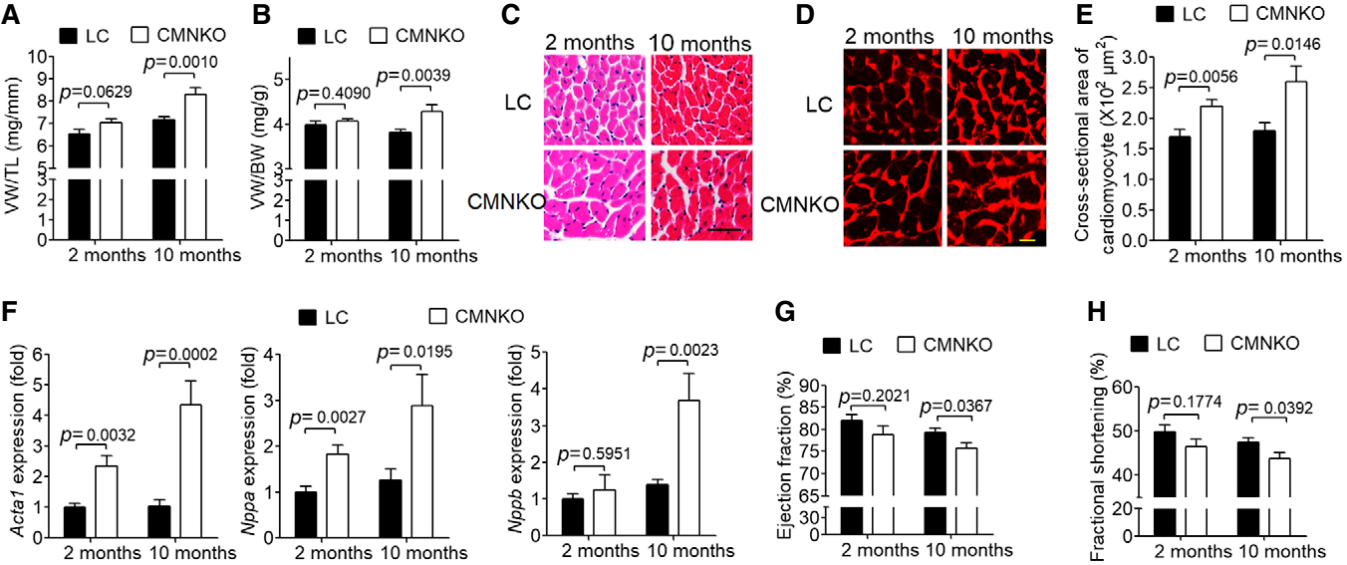
Deficiency of cardiomyocyte NCoR1 leads to cardiac hypertrophy and dysfunction AVentricular weight‐to‐tibia length ratio (VW/TL) of littermate control (LC) or cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice. *n* = 10:9:12:7.BVentricular weight‐to‐body weight ratio (VW/BW) of LC or CMNKO mice. *n* = 10:8:12:7.CRepresentative H&E staining of cross sections of left ventricles. Scale bar: 50 μm.DRepresentative wheat germ agglutinin (WGA) staining of cross section of left ventricles. Scale bar: 10 μm.EQuantification of cardiomyocyte size. *n* = 11:10:8:8.FqRT–PCR analysis of hypertrophy‐related genes in left ventricles. *n* = 9:9:11:8.G, H(G) Ejection fraction and (H) fractional shortening measured by echocardiography. *n* = 9:7:14:10.Data information: Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

**Figure EV2:**
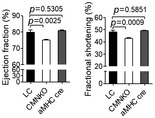
αMHC‐Cre did not affect cardiac function in 10‐month‐old mice Ejection fraction and fractional shortening measured by echocardiography. LC, littermate control mice; CMNKO, cardiomyocyte‐specific NCoR1 knockout mice. *n* = 9:11:7. Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

Blood pressures were comparable between CMNKO and LC mice (Fig EV3A), excluding the influence of blood pressure difference on cardiac hypertrophy. Picrosirius red staining showed no difference in cardiac fibrosis between CMNKO and LC mice, although cardiac expression of fibrosis‐related genes was augmented in CMNKO mice (Fig EV3B and C).

**Figure EV3:**
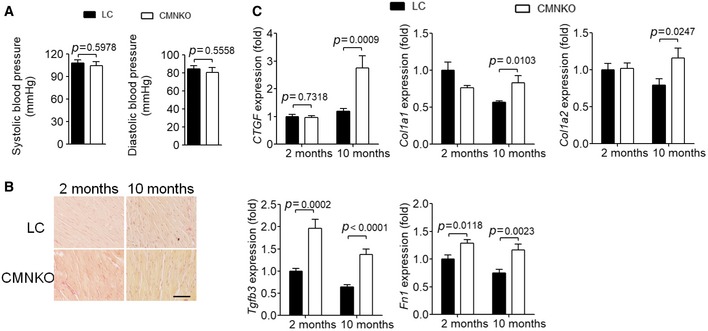
NCoR1 deficiency in cardiomyocytes does not affect blood pressure or cardiac fibrosis ASystolic blood pressure and diastolic blood pressure were monitored using non‐invasive tail‐cuff system in 2‐month‐old mice. *n* = 6:6.BPicrosirius red staining of cross sections of left ventricles of LC or CMNKO mice. Scale bar: 50 μm.CqRT–PCR analysis of fibrosis‐related genes in left ventricles of LC or CMNKO mice. *n* = 9:9:11:8. CTGF indicates connective tissue growth factor precursor; Fn1, fibronectin 1; TGFβ3, transforming growth factor β 3; Col1a1, collagen, type I, alpha 1; Col1a2, collagen, type I, alpha 2.Data information: Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

### NCoR1 deficiency in cardiomyocytes exacerbates abdominal aortic constriction‐induced cardiac hypertrophy

Next, we subjected 8‐ to 12‐week‐old LC and CMNKO mice to AAC and investigated the impacts of NCoR1 deficiency on pathological cardiac hypertrophy. VW/BW was significantly increased in CMNKO mice compared to LC mice 2 weeks after AAC (Fig 2A and B). H&E and WGA staining illustrated marked augmentation of cardiomyocyte size in CMNKO mice after AAC (Fig 2C–E). Consistently, expression of fetal genes, such as *Acta1*,* Nppa*, and *Nppb*, was significantly increased in ventricular samples of CMNKO mice after AAC (Fig 2F). Picrosirius red staining showed more severe cardiac fibrosis in ventricular samples of CMNKO mice after AAC (Fig 2G and H). Accordingly, expression of fibrosis‐related genes, such as *Col1a1*,* Col1a2*,* CTGF*, and *Fn1*, was also upregulated in ventricular samples of CMNKO mice compared to LC mice after AAC (Fig 2I).

**Figure 2:**
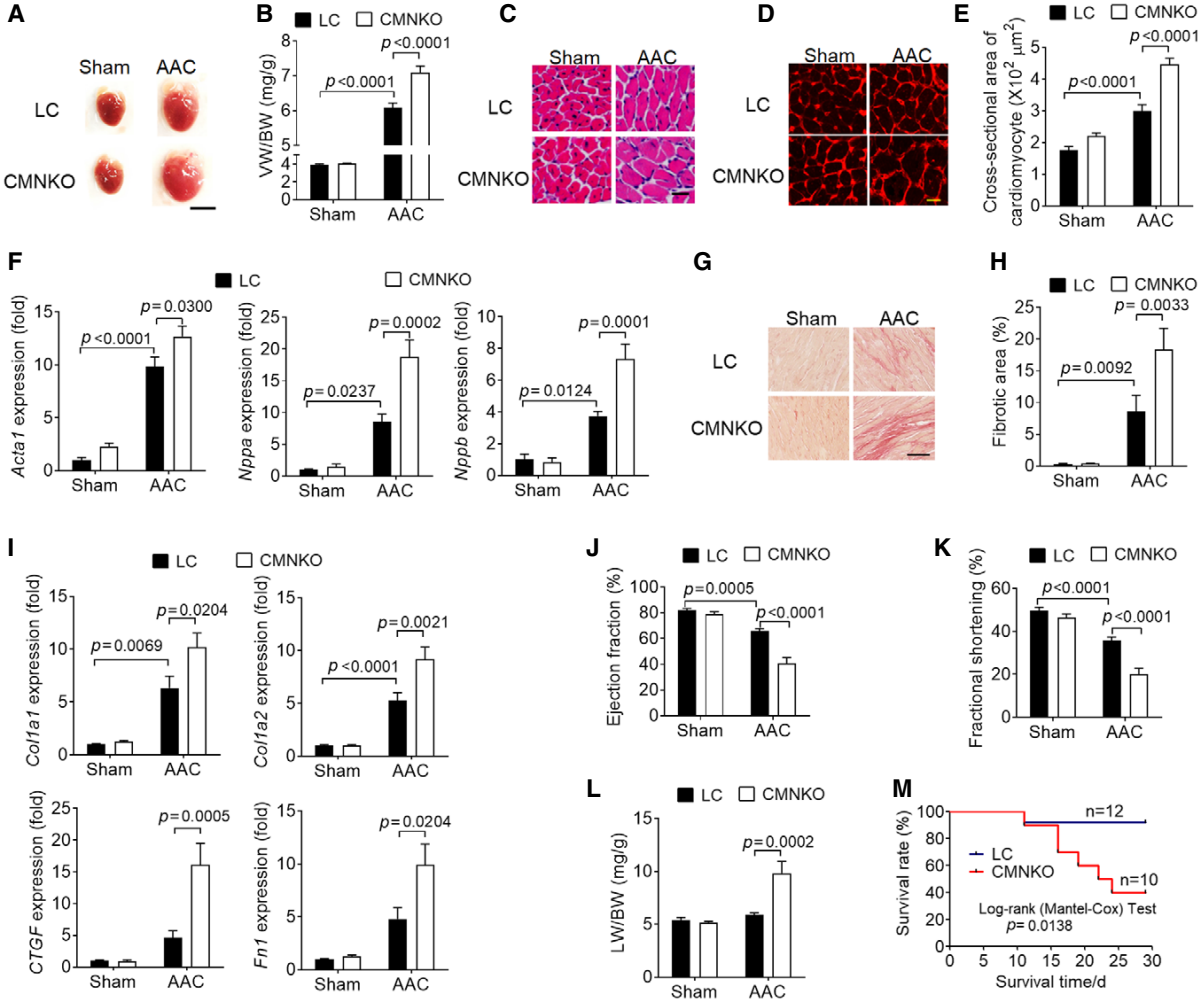
Deficiency of cardiomyocyte NCoR1 exacerbates abdominal aortic constriction (AAC)‐induced cardiac hypertrophy ARepresentative images of hearts from LC or CMNKO mice subjected to sham operation or AAC for 2 weeks. Scale bar: 0.5 cm.BVW/BW of LC or CMNKO mice 2 weeks after sham operation or AAC. *n* = 9:9:16:15.CRepresentative H&E staining of cross sections of left ventricles. Scale bar: 25 μm.DRepresentative WGA staining. Scale bar: 10 μm.EQuantification of cardiomyocyte size. *n* = 10:10:8:9.FqRT–PCR analysis of hypertrophy‐related genes in left ventricles. *n* = 8:7:15:15.GRepresentative picrosirius red staining of cross sections of left ventricles. Scale bar: 50 μm.HQuantification of fibrotic areas. *n* = 11:10:10:9.IqRT–PCR analysis of fibrosis‐related genes in left ventricles. *n* = 8:7:15:15.J, K(J) Ejection fraction and (K) fractional shortening measured by echocardiography. *n* = 9:7:14:12.LLung weight‐to‐body weight ratio (LW/BW) of LC or CMNKO mice 2 weeks after sham operation or AAC. *n* = 8:7:16:15.MCumulative survival rate of LC or CMNKO mice subjected to AAC. *n* = 12:10.Data information: Data are presented as mean ± SEM. Two‐way ANOVA followed by Bonferroni post‐tests was used for statistical analysis.

Long‐term pressure overload leads to cardiac dysfunction (Heineke & Molkentin, 2006). Echocardiograph analysis showed that both ejection fraction and fractional shortening were more severely impaired in CMNKO mice than LC mice after AAC (Fig 2J and K, Appendix Table S3). Furthermore, the ratio of lung weight to body weight (LW/BW) was remarkably increased in CMNKO mice compared to LC mice after AAC (Fig 2L), indicating more severe heart failure in CMNKO mice. The survival rate of CMNKO mice was markedly lower than that of LC mice after AAC (Fig 2M). These results together demonstrated a protective role of NCoR1 in pathological cardiac hypertrophy.

### NCoR1 inhibits phenylephrine (PE)‐induced cardiomyocyte hypertrophy

We then investigated the role of NCoR1 in cardiomyocyte hypertrophy using cultured NRVMs. NCoR1 knockdown using siRNA (Fig 3A) significantly increased surface area of NRVMs under the stimulation of PE (Fig 3B and C). Consistently, expression of fetal genes, including *Acta1* and *Nppa*, was upregulated in NRVMs by NCoR1 knockdown under PE stimulation (Fig 3D). Conversely, overexpression of NCoR1 in NRVMs using lentivirus (Fig 3E) strikingly decreased surface area of NRVMs under PE stimulation (Fig 3F and G). Expression of *Acta1* and *Nppa* was also markedly inhibited by NCoR1 overexpression (Fig 3H). Together, these results demonstrated that NCoR1 was a negative regulator for hypertrophy of cardiomyocytes *in vitro*.

**Figure 3:**
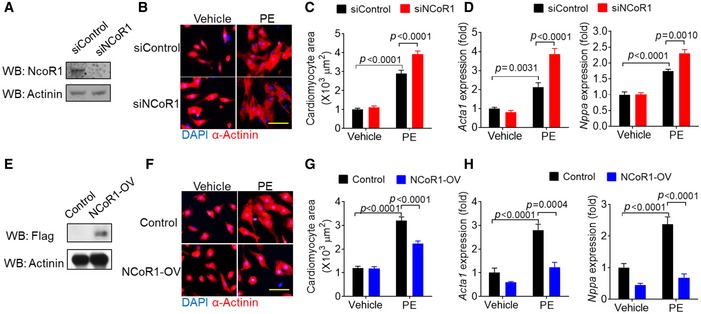
NCoR1 inhibits phenylephrine‐induced cardiomyocyte hypertrophy AWestern blotting analysis of NCoR1 in neonatal rat ventricular myocytes (NRVMs) transfected with siControl or siNCoR1 for 3 days. siControl indicates control siRNA; siNCoR1, NCoR1 siRNA.BRepresentative immunofluorescence staining of α‐Actinin in NRVMs transfected with siRNA for 48 h and then treated with vehicle (H_2_O) or phenylephrine (PE) for another 48 h. Scale bar: 50 μm.CQuantification of the surface area of α‐Actinin‐positive NRVMs with or without NCoR1 knockdown. A total of 40 NRVMs were randomly chosen from four replicate coverslips for each group and used for statistical analysis.DqRT–PCR analysis of Acta1 and Nppa in NRVMs with or without NCoR1 knockdown. *n* = 4:4.EWestern blotting analysis of NCoR1‐flag in NRVMs infected by control lentivirus (Control) or NCoR1‐flag lentivirus (NCoR1‐OV) for 4 days.FRepresentative immunofluorescence staining of α‐Actinin in NRVMs infected with lentivirus for 48 h and then treated with vehicle or PE for another 48 h. Scale bar: 50 μm.GQuantification of the surface area of α‐Actinin‐positive NRVMs with or without NCoR1 overexpression. A total of 30 NRVMs were randomly chosen from three replicate coverslips for each group and used for statistical analysis.HqRT–PCR analysis of Acta1 and Nppa in NRVMs with or without NCoR1 overexpression. *n* = 4:3.Data information: Data represent three independent experiments. Data are presented as mean ± SEM. Two‐way ANOVA followed by Bonferroni post‐tests was used for statistical analysis.Source data are available online for this figure.

### MEF2a and MEF2d mediate the suppressive effects of NCoR1 on cardiomyocyte hypertrophy

We next asked how NCoR1 regulated hypertrophy of cardiomyocytes. Previous studies have revealed that NCoR1 represses a variety of transcription factors (Mottis *et al*, 2013). MEF2a, MEF2c, and MEF2d have been demonstrated to play vital roles in cardiac hypertrophy (Xu *et al*, 2006; Kim *et al*, 2008). Results of RNA‐sequencing (Dataset EV1) demonstrated that 57 genes were most significantly (fold change > 2, FDR < 0.05) upregulated in heart samples from CMNKO mice compared to LC mice (Appendix Fig S2A). Eleven of these 57 genes are regulated by MEF2 (Appendix Fig S2B). Some of these 11 genes were validated by qRT–PCR in ventricular samples (Figs 1F and EV3C). 

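RNA-sequencing was carried out on left ventricles of 3 littermate control (LC) mice and 3 cardiomyocyte-specific NCoR1 knockout (CMNKO) mice at 2 months of age, with 1 library per mouse. The mice are named here by the numbers in the labels, LC 15, LC 25 and LC 26, and CMNKO 16, CMNKO 17 and CMNKO 18. Total RNA was extracted with TRIzol, and libraries were made by TruSeq technology. Clean reads were aligned to the mouse genome, build mm8 in the submitters' processing notes. The aligner, the counting step and the test behind the authors' fold changes are not given in the sources used here. The deposited table holds whole-number read counts for 17121 genes, not normalized. The counts summed to 6319488 in LC 15, 6650131 in LC 25 and 8269911 in LC 26. They summed to 8752609 in CMNKO 16, 6747840 in CMNKO 17 and 7694257 in CMNKO 18. Genes with too few reads were left out by filterByExpr, which kept 13040 genes. Library sizes were scaled by TMM, and levels are given as TMM-normalized CPM. CMNKO mice were compared with LC mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and genotype as the only term. The p-values therefore measure the spread between mice of a genotype. The library numbers in the labels run on from LC 15 through the 3 CMNKO libraries, while LC 25 and LC 26 carry later numbers. The labels do not call these 2 library series batches. Series 2 holds LC mice only, so that a fit with the series as a term takes LC 15 as the only control. Without LC 15 the controls are LC 25 and LC 26 alone, so that genotype and library series coincide and cannot be told apart. The first principal component of log2 CPM held 48.7% of the variance and parted LC 25 and LC 26 from the other 4 libraries. Mitochondrially encoded genes took 36.4% of the counts in LC 25 and 33.1% in LC 26, against 26.4% in LC 15 and 26.5% to 28.1% in the CMNKO libraries.

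**Figure D1:**
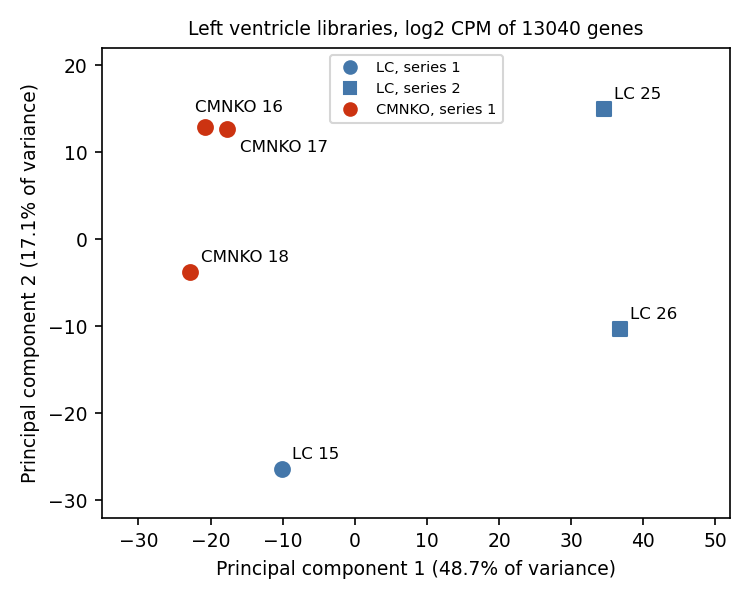
First and second principal components of the log2 CPM of 13040 genes, 1 point per mouse, with LC mice in blue, CMNKO mice in red, library series 1 as circles and library series 2 as squares. LC 25 and LC 26 lie at 34.6 and 36.7 on the first component, and LC 15 at -10.1 on the side of the CMNKO libraries.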

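Ncor1, the deleted gene, fell from 101 ± 9.97 CPM in LC mice to 48.1 ± 4.89 CPM in CMNKO mice (SD, n = 3 and 3), a log2 fold change of -1.07 (standard error 0.13, adjusted p = 0.00845 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At a fold change above 2 and an adjusted p under 0.05, 29 genes rose and 28 genes fell in CMNKO mice. The largest rise was that of Casq1, which encodes the calsequestrin of fast skeletal muscle. It had 5.89 ± 3.16 CPM in LC mice and 47.0 ± 23.7 CPM in CMNKO mice, a log2 fold change of 2.99 (standard error 0.44, adjusted p = 0.0165 from the same test). Acta1, the skeletal α-actin of the fetal gene program, had 130.3 ± 81.6 CPM in LC mice and 953 ± 383 CPM in CMNKO mice (log2 fold change 2.87, standard error 0.48, adjusted p = 0.0279 from the same test). The next largest rises were those of the matrix gene Cilp (log2 fold change 2.39), the collagen receptor subunit Itga11 (2.12) and the smooth muscle actin Acta2. Chac1 of glutathione breakdown, the stearoyl-CoA desaturase Scd2, the corepressor Hr, Igfbp5 (1.57) and Tgfb3 followed. Among the 10 genes with the largest decreases were the potassium channel Kcna4 (log2 fold change -2.51) and the skeletal muscle chloride channel Clcn1 (-1.83). LOC102637511, Lad1, Cenpf, Scgb1c1, Pirt, Mfsd7c and Cntn5 were also among these 10. Some of these changes rest on few reads. Kcna4 had 10 to 13 counts in the LC mice and 2 or 3 in the CMNKO mice, and Itga11 had 3 to 6 and 26 or 27. In all 57 genes every CMNKO mouse lay on one side of every LC mouse. The groups were apart in this way in 3073 of the 13040 genes tested (23.6%). With CMNKO 16, 17 or 18 in the place of LC 15 beside LC 25 and LC 26, counted after seeing this number, the 3 mice were apart from the other 3 in 2651, 1871 and 1138 genes.
With the library series as a term 19 of the 29 genes that rose and 20 of the 28 that fell still differed by over 2-fold, and 1 and 11 still passed the test, among them Scd2 (1.38) and Ncor1 (-1.20 on the log2 scale). Without CMNKO 16 or without CMNKO 17 edgeR and limma-voom called 0 genes (1829 and 1675 genes had an unadjusted p under 0.05 by edgeR, and DESeq2 called 97 and 99). The counts up and down were 5 and 6 without CMNKO 18, 431 and 180 without LC 15, 12 and 20 without LC 25 and 8 and 13 without LC 26, and Ncor1 had an adjusted p of 0.0862, 0.0759 and 0.0536 from the same test without CMNKO 16, 17 and 18 (1.5e-07 to 0.515 over all alternatives).

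**Figure D2:**
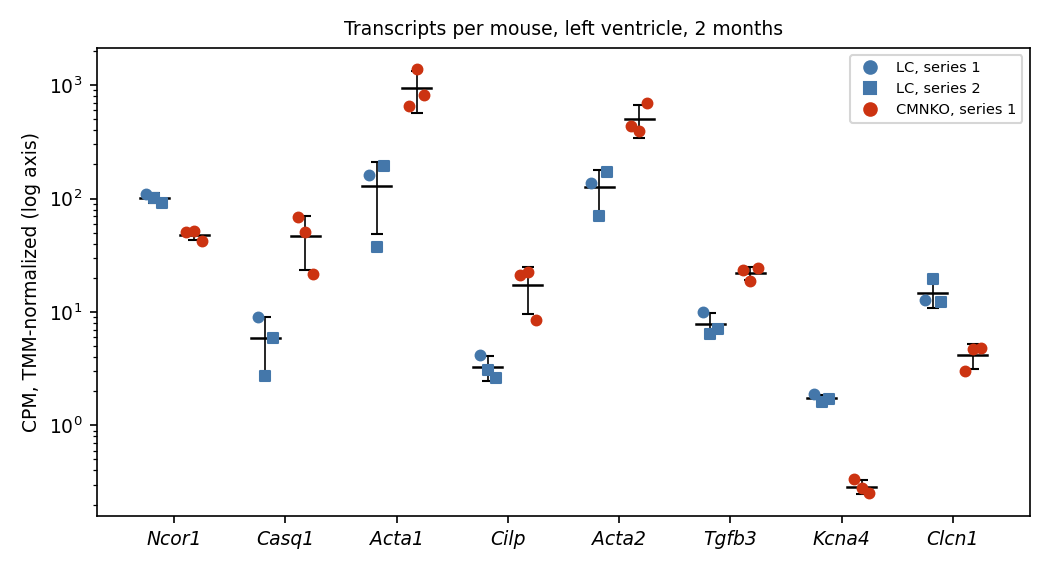
TMM-normalized CPM per mouse on a log axis for 8 genes, with LC mice in blue, CMNKO mice in red, library series 1 as circles and library series 2 as squares. Black lines give the mean and bars the SD of 3 mice. In each gene every CMNKO mouse lies on one side of every LC mouse.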

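Of 8 tested genes of skeletal muscle, Casq1, Acta1 and the myosin binding protein Mybpc2 rose, and Clcn1 and Cacna1s, the calcium channel of skeletal muscle, fell (3 rose and 2 fell when adjusted over the list alone). Of these 8 genes, 5 are among the called genes of the authors' deposited table, which had been read before the lists were written. The same holds for 2 genes of the fetal list and 5 of the matrix list below. The numbers of members that passed in these lists are therefore not independent evidence. Cacna1s had a log2 fold change of -1.46 (standard error 0.20, n = 3 and 3 mice, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Mybpc2, named after its value was seen, one of 1.06. With the library series as a term 0 of the 8 genes passed. Casq1, Acta1, Mybpc2, Clcn1 and Cacna1s were then at 2.38, 2.56, 0.79, -1.63 and -1.10 on the log2 scale. Of 9 tested genes of the fetal program and hypertrophy, Acta1 and Acta2 rose and 0 fell (4 rose and 0 fell when adjusted over the list alone). Acta2 is also a member of the smooth muscle list below, and which cells its rise came from was not tested. Nppa, which encodes atrial natriuretic peptide, had 544 ± 202 CPM in LC mice and 1234 ± 264 CPM in CMNKO mice (log2 fold change 1.18, adjusted p = 0.0672 from the same test). Nppb, at -0.60 (adjusted p = 0.521 from the same test), and the β-myosin gene Myh7, at 0.021 (adjusted p = 0.986 from the same test), did not pass. LC 15 had 2136 CPM of Myh7, LC 25 had 502 and LC 26 had 511. With the library series as a term Nppb was at 1.03 and Myh7 fell by 1.0 on the log2 scale (adjusted p = 0.0258 from the same test). Without LC 15, Myh7 rose instead, by 1.07 (adjusted p = 4.7e-04 from the same test, and 4.7e-04 to 0.993 over all alternatives, falls and rises together). The fit without LC 15 cannot tell genotype from library series.
Of 28 tested genes of the extracellular matrix and fibrosis, Tgfb3 rose and 0 fell over all genes tested, and 24 rose and 0 fell when adjusted over the list alone. Their median log2 fold change was 0.88 (adjusted p = 7.7e-13 from camera with a preset correlation of 0.01, and adjusted p = 0.498 with an estimated correlation). Fibronectin (Fn1, 1.16), the basement membrane collagen Col4a1 (1.15) and Sparc (0.83) had adjusted p-values from 0.0572 to 0.0681 in edgeR's quasi-likelihood test. The median of these matrix genes was 0.51 with the library series as a term. They had a median log2 ratio of -0.70 in LC 25 and LC 26 to LC 15. The lists of markers of endothelial cells, smooth muscle, fibroblasts and macrophages were higher on average in CMNKO mice as well, with medians of 0.48, 0.68, 0.38 and 0.42 on the log2 scale. With the series term these were 0.31, 0.13, 0.10 and 0.22, and the endothelial list alone of the 4 still passed camera with the preset correlation. With an estimated correlation and no series term none of the 4 passed (adjusted p = 0.498 to 0.526 from camera). Of 25 tested genes of fatty acid uptake and oxidation, 2 fell, among them the thioesterase Acot1 (-1.17), and Pdk4 (1.02), a kinase that inhibits pyruvate dehydrogenase, rose (4 rose and 7 fell when adjusted over the list alone). The median log2 fold change of this list was -0.21 (adjusted p = 0.00984 from camera with the preset correlation, and adjusted p = 0.526 with an estimated correlation).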

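The MEF2-regulated genes of Appendix Fig S2B are not used here. In their place stands a list of 25 MEF2 target genes of muscle and endothelium, all of them tested. It was written from general knowledge after the called genes of Dataset EV1 had been read. Of these, Casq1, Acta1 and Klf2 rose and 0 fell at an adjusted p under 0.05 (7 rose and 2 fell when adjusted over the list alone). Klf2, a transcription factor of endothelial cells, had 19.7 ± 2.61 CPM in LC mice and 40.7 ± 8.43 CPM in CMNKO mice (SD, n = 3 and 3), a log2 fold change of 1.05 (standard error 0.18, adjusted p = 0.0287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jun, a subunit of the AP-1 transcription factor, was at 0.81 (adjusted p = 0.0555 from the same test), past the threshold by DESeq2, by limma-voom, with upper-quartile scaling, without LC 15 and without LC 26. The 3 risen members are 3 of the 29 genes that rose by over 2-fold, where 0.0556 were expected among 13040 tested genes (one-sided Fisher's exact test, p = 2.2e-05). All 3 are among the called genes of the authors' deposited table read before the list was written, so that this overlap is not independent evidence. The median log2 fold change over the 25 genes was 0.060, with members on both sides (adjusted p = 0.178 from camera with the preset correlation and adjusted p = 0.528 with an estimated correlation). Camera with the preset correlation gave an adjusted p of 0.0457 without LC 26. Over all alternatives the adjusted p from camera was 0.0457 to 0.528, the highest being that with the estimated correlation. None of the MEF2 genes tested passed in edgeR's quasi-likelihood test. Mef2a was at -0.45 (adjusted p = 0.0963 from the same test), Mef2c at 0.060 (0.870) and Mef2d at 0.27 (0.373). With the library series as a term 0 of the 25 genes rose by edgeR and Myh7 alone fell. Casq1, Acta1 and Klf2 had log2 fold changes of 2.38, 2.56 and 0.90 under this term. The number of members past both thresholds was 5 without LC 15, 1 without LC 26 or without CMNKO 18, and 0 by edgeR without CMNKO 16 or without CMNKO 17. From its 11 MEF2-regulated genes and from 3 further MEF2 targets that it reports as upregulated in ventricular samples, the paper goes on to ask whether MEF2 mediates the effects of NCoR1 in cardiomyocytes.

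**Figure D3:**
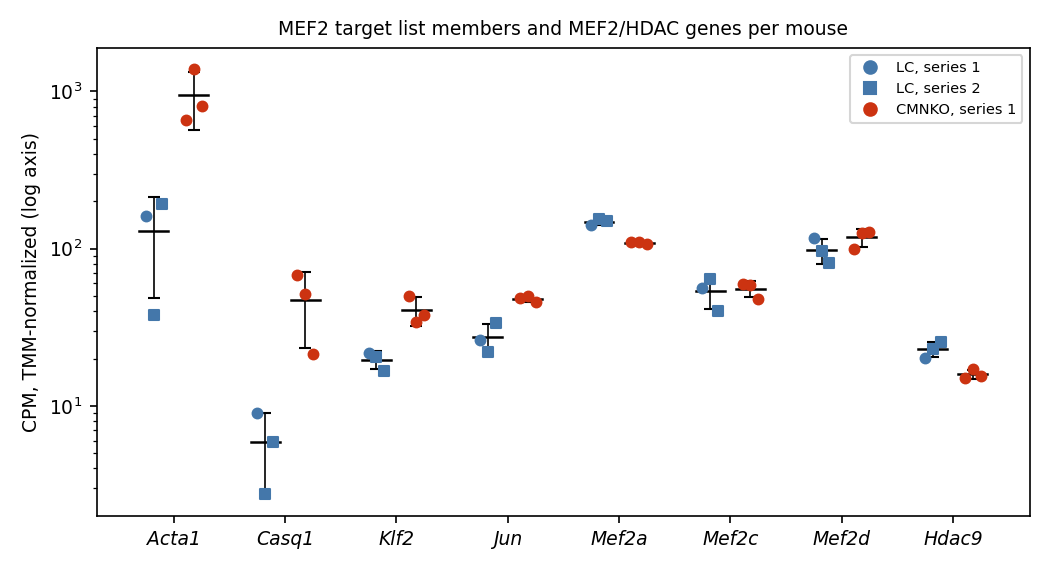
TMM-normalized CPM per mouse on a log axis for 4 members of the MEF2 target list (Acta1, Casq1, Klf2, Jun) and for Mef2a, Mef2c, Mef2d and Hdac9, with LC mice in blue, CMNKO mice in red, library series 1 as circles and library series 2 as squares. Black lines give the mean and bars the SD of 3 mice. Mef2c lies at 53.4 CPM in LC mice and 55.5 CPM in CMNKO mice on average.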

We also detected the expressions of cJun, monocyte chemoattractant protein 1, and glucose transporter type 4, which had been reported to be target genes of MEF2 (Han *et al*, 1997; Suzuki *et al*, 2004; Amoasii *et al*, 2016). As expected, they were all upregulated in ventricular samples from CMNKO mice (Appendix Fig S2C).

Therefore, we explored the possibility that MEF2 mediated the effects of NCoR1 in cardiomyocytes. Under PE stimulation, MEF2a knockdown using siRNA (Fig EV4A) almost completely abolished the hypertrophic effects of NCoR1 knockdown in NRVMs (Fig 4A and B). Similarly, MEF2d knockdown (Fig EV4A) blocked the hypertrophic effects of NCoR1 knockdown (Fig 4C and D). Consistently, the upregulated expression of *Acta1* and *Nppa* in NRVMs by NCoR1 knockdown was markedly attenuated after MEF2a or MEF2d knockdown (Fig 4E). However, MEF2c knockdown did not affect the hypertrophic effects of NCoR1 knockdown (Fig EV4B and C). Collectively, these results indicated that NCoR1 inhibited the expression of fetal genes and cardiomyocyte hypertrophy through repressing the activities of MEF2a and/or MEF2d.

**Figure EV4:**
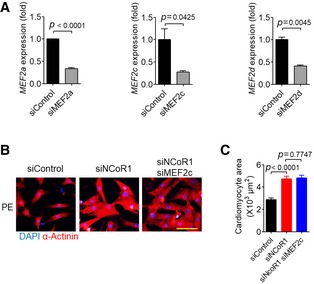
MEF2c does not mediate the effects of NCoR1 on PE‐induced cardiomyocyte hypertrophy AKnockdown efficiency of MEF2a, MEF2c, and MEF2d in NRVMs. siControl indicates control siRNA; siMEF2a indicates MEF2a siRNA; siMEF2c, MEF2c siRNA; siMEF2d, MEF2d siRNA. *n* = 3.BRepresentative immunofluorescence staining of α‐Actinin in NRVMs transfected with siRNA for 48 h and then treated with PE for another 48 h. Scale bar: 50 μm.CQuantification of the surface area of α‐Actinin‐positive NRVMs with or without knockdown of NCoR1 and/or MEF2c. A total of 30 NRVMs were randomly chosen from three replicate coverslips for each group and used for statistical analysis.Data information: Data represent three independent experiments. Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

**Figure 4:**
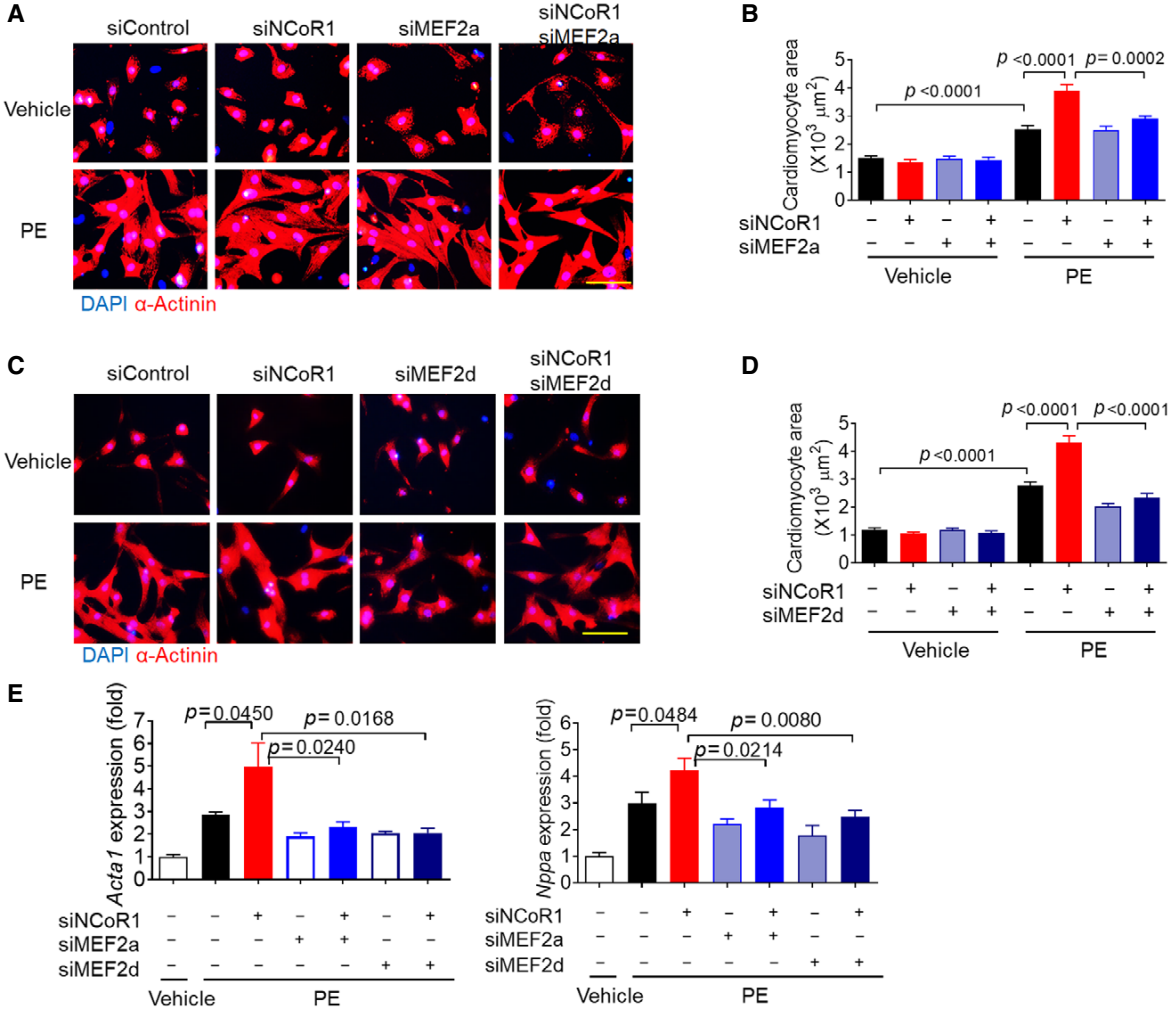
MEF2a and MEF2d mediate the impacts of NCoR1 knockdown on PE‐induced cardiomyocyte hypertrophy ARepresentative immunofluorescence staining of α‐Actinin in NRVMs transfected with siRNA for 48 h and then treated with vehicle (H_2_O) or PE for another 48 h. Scale bar: 50 μm. siMEF2a indicates MEF2a siRNA.BQuantification of the surface area of α‐Actinin‐positive NRVMs with or without knockdown of NCoR1 and/or MEF2a. A total of 15–20 NRVMs were randomly chosen from three replicate coverslips for each group and used for statistical analysis.CRepresentative immunofluorescence staining of α‐Actinin in NRVMs transfected with siRNA for 48 h and then treated with vehicle or PE for another 48 h. Scale bar: 50 μm. siMEF2d indicates MEF2d siRNA.DQuantification of the surface area of α‐Actinin‐positive NRVMs with or without knockdown of NCoR1 and/or MEF2d. A total of 15–19 NRVMs were randomly chosen from three replicate coverslips for each group and used for statistical analysis.EqRT–PCR analysis of Acta1 and Nppa in NRVMs. *n* = 4.Data information: Data represent three independent experiments. Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

### NCoR1 directly interacts with MEF2a to suppress its transcriptional activity

MEF2a and MEF2d belong to the same family and share similar gene architecture (Potthoff & Olson, 2007). We went further to explore the molecular mechanisms by which NCoR1 regulated the activity of MEF2a. Luciferase assays demonstrated that MEF2a significantly induced the transcriptional activity of both *Acta1* promoter and *Nppa* promoter and that NCoR1 markedly suppressed such induction (Fig 5A). Co‐IP analysis showed that NCoR1 interacted with MEF2a (Fig 5B). Co‐IP analysis using truncated MEF2a demonstrated that the DNA‐binding domain but not the transcriptional activation domain interacted with NCoR1 (Fig 5C). Co‐IP analysis using truncated NCoR1 revealed that receptor interaction domains (RIDs) of NCoR1 interacted with MEF2a (Fig 5D). Interestingly, transfection of RIDs (1939‐2453) was sufficient to repress MEF2a‐induced elevation of transcriptional activities of *Acta1* and *Nppa* promoters (Fig 5E). Moreover, overexpression of RIDs (1939‐2453) in NRVMs (Fig 5F) was enough to inhibit PE‐induced increase of surface area and fetal gene expression (Fig 5G–I).

**Figure 5:**
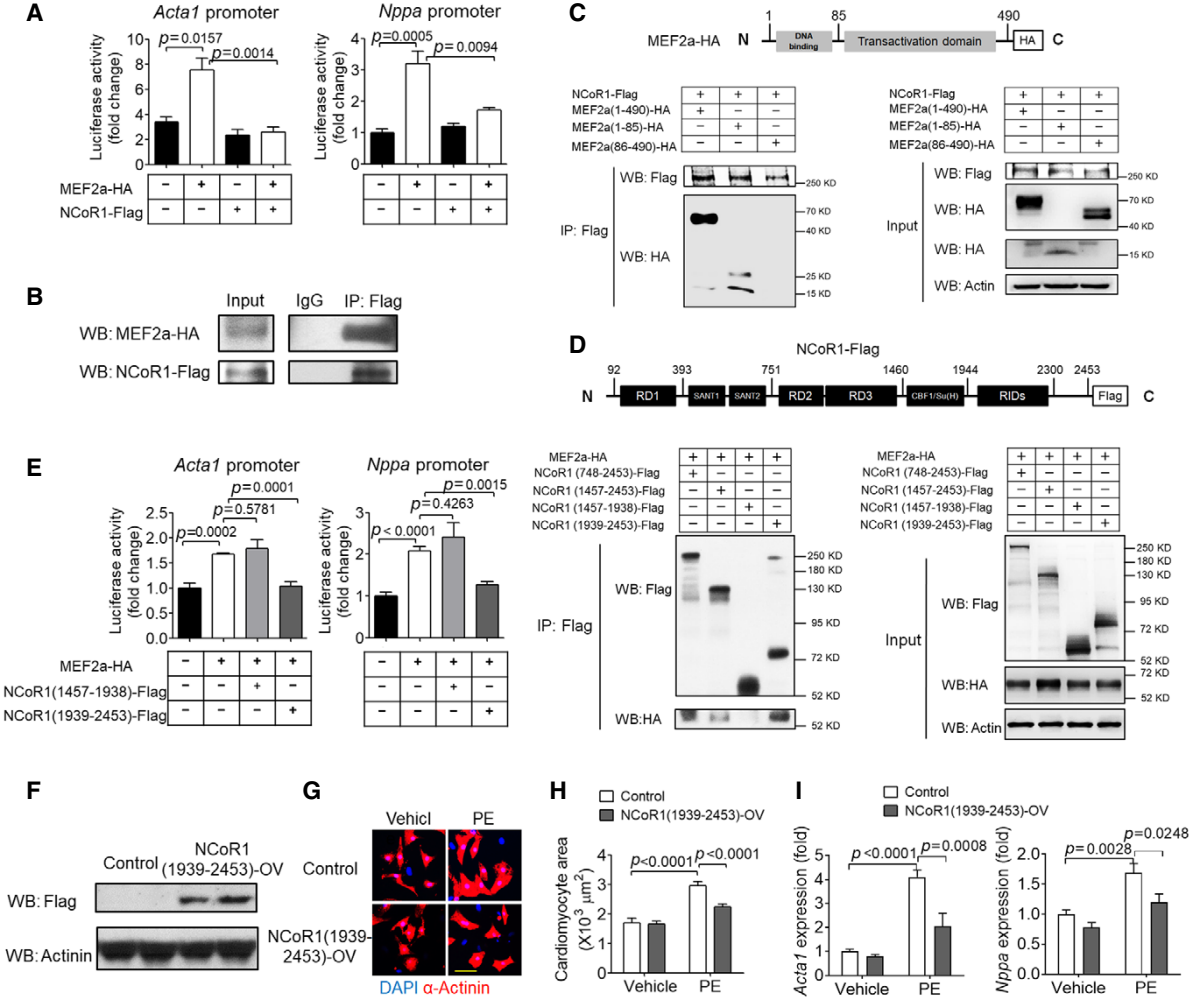
NCoR1 directly interacts with MEF2a to suppress its transcriptional activity ALuciferase assays of Acta1 and Nppa promoters in HEK293FT cells transfected with NCoR1‐Flag and/or MEF2a‐HA or with empty plasmids. *n* = 3.BCo‐immunoprecipitation (Co‐IP) analysis of NCoR1 and MEF2a in HEK293FT cells transfected with full‐length NCoR1‐Flag and MEF2a‐HA.CCo‐IP analysis of NCoR1 and truncated MEF2a in HEK293FT cells. Schematic illustration of MEF2a‐HA construct is shown above the Co‐IP results.DCo‐IP analysis of MEF2a and truncated NCoR1 in HEK293FT cells. Schematic illustration of NCoR1‐Flag construct is shown above the Co‐IP results.ELuciferase assays of Acta1 and Nppa promoters in HEK293FT cells transfected with full‐length MEF2a and domain‐specific NCoR1. *n* = 3.FWestern blotting analysis of NCoR1‐flag in NRVMs infected by control lentivirus (Control) or NCoR1 (1939‐2453)‐flag lentivirus [NCoR1(1939‐2453)‐OV] for 4 days.GRepresentative immunofluorescence staining of α‐Actinin in NRVMs infected with lentivirus for 48 h and then treated with vehicle (DMSO) or PE for another 48 h. Scale bar: 50 μm.HQuantification of the surface area of α‐Actinin‐positive NRVMs. A total of 30 NRVMs were randomly chosen from three replicate coverslips for each group and used for statistical analysis.IqRT–PCR analysis of Acta1 and Nppa in NRVMs. *n* = 4.Data information: Data represent three independent experiments. Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis in (A and E). Two‐way ANOVA followed by Bonferroni post‐tests was used for statistical analysis in (H and I).Source data are available online for this figure.

### NCoR1 forms a complex with MEF2 and Class IIa HDACs to repress the expression of fetal genes *in vivo*

To explore the mechanisms how NCoR1 suppressed the expression of hypertrophy‐related genes *in vivo*, we performed ChIP experiments using ventricular samples. ChIP results using antibodies against NCoR1 uncovered that NCoR1 was enriched within MEF2‐binding regions but not remote regions on promoters of *Acta1* and *Nppa* (Fig 6A), suggesting that NCoR1 bound to MEF2 to regulate expression of *Acta1* and *Nppa in vivo*. ChIP results showed that more MEF2a was recruited to the MEF2‐binding sites on *Acta1* and *Nppa* promoters in ventricular samples from CMNKO mice compared to those from LC mice (Fig 6B).

**Figure 6:**
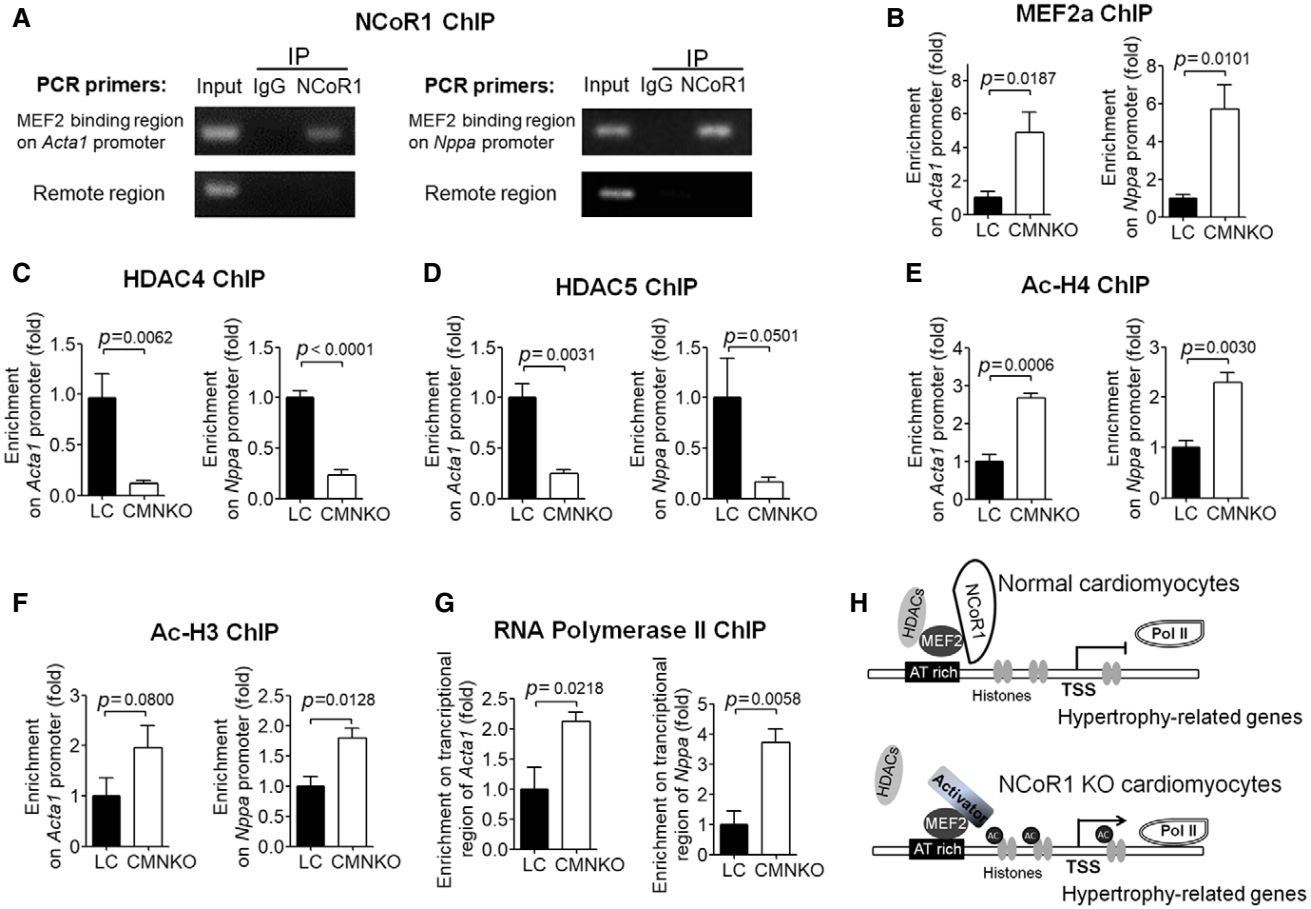
NCoR1 forms a complex with MEF2 and HDAC4 to repress the expression of hypertrophy‐related genes *in vivo* AChIP analysis showing enrichment of NCoR1 in MEF2‐binding regions on the promoters of *Acta1* and *Nppa* in ventricular samples.BChIP analysis of enrichment of MEF2a on promoters of *Acta1* and *Nppa* in ventricular samples. *n* = 3:3.C–FChIP analysis of enrichment of HDAC4 (C), HDAC5 (D), acetylated‐Histone 4 (ac‐H4) (E), and ac‐H3 (F) on promoters of *Acta1* and *Nppa* in ventricular samples. *n* = 4:4 for (C), *n* = 3:3 for (D, E, F).GChIP analysis of RNA polymerase II enrichment on the transcriptional regions of Acta1 and Nppa in ventricular samples. *n* = 3:3.HWorking model of NCoR1 function in cardiomyocytes. TSS indicates transcription start site.Data information: Data are presented as mean ± SEM. Student's *t*‐test was used for statistical analysis.

NCoR1 often recruits HDACs to execute its repressive function (Mottis *et al*, 2013). It has been widely reported that class IIa HDACs, including HDAC4, HDAC5, HDAC7, and HDAC9, interact with MEF2 to repress its transcriptional activities (Zhang *et al*, 2002). Therefore, we tried to determine whether NCoR1 would affect the function of HDACs. Results of immunofluorescence staining illustrated that NCoR1 overexpression inhibited the translocation of HDAC4 and HDAC5 from nucleus to cytosol in NRVMs after PE treatment (Fig EV5A–D), indicating repression on their function (Clocchiatti *et al*, 2011). Conversely, ChIP results revealed that less HDAC4 and HDAC5 were recruited to the MEF2‐binding sites on Acta1 and Nppa promoters in ventricular samples from CMNKO mice compared to those from LC mice (Fig 6C and D). As a result, acetylated‐Histone 4 and acetylated‐Histone 3 were increased on the promoters of *Acta1* and *Nppa* in ventricular samples from CMNKO mice (Fig 6E and F). Recruitment of more RNA polymerase II is an important characteristic of active gene expression (Sayed *et al*, 2013). ChIP results demonstrated that more RNA polymerase II was enriched in the transcriptional control regions of *Acta1* and *Nppa* in ventricular samples from CMNKO mice (Fig 6G).

**Figure EV5:**
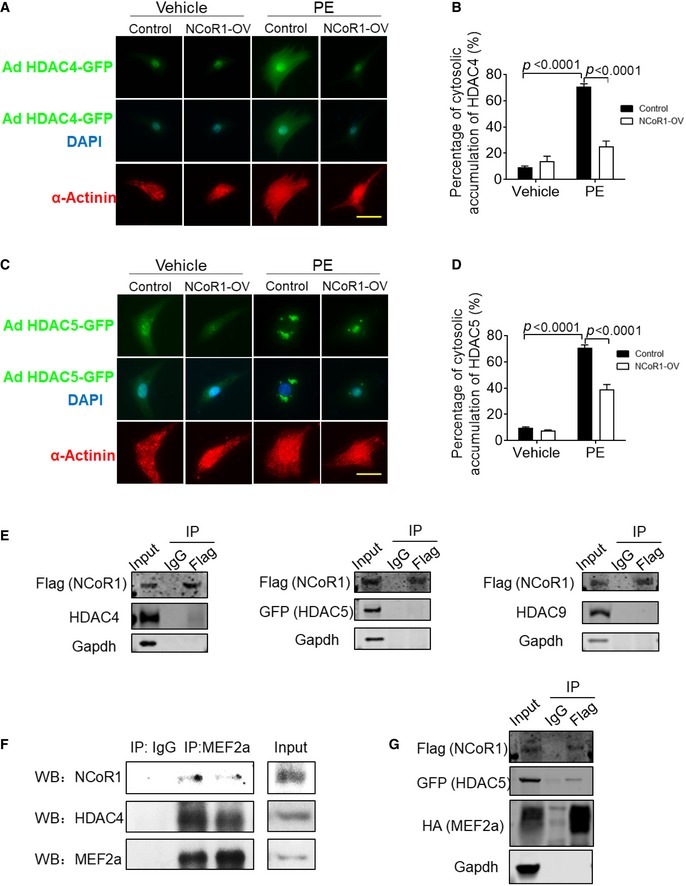
NCoR1 affects subcellular translocation of HDACs but does not directly interact with them in NRVMs ARepresentative immunofluorescence staining of HDAC4‐GFP in NRVMs. Cells were infected by HDAC4‐GFP adenovirus and then control lentivirus (Control) or NCoR1‐flag lentivirus (NCoR1‐OV), and subsequently treated with vehicle (H_2_O) or PE. Scale bar: 20 μm.BQuantification of cytosolic accumulation of HDAC4‐GFP. *n* = 5.CRepresentative immunofluorescence staining of HDAC5‐GFP in NRVMs. Cells were infected by HDAC5‐GFP adenovirus and then control lentivirus (Control) or NCoR1‐flag lentivirus (NCoR1‐OV), and subsequently treated with vehicle or PE. Scale bar: 20 μm.DQuantification of cytosolic accumulation of HDAC5‐GFP. *n* = 5.ECo‐IP analysis detecting interactions between NCoR1 and HDAC4, HDAC5 or HDAC9 in NRVMs. Cells were infected with NCoR1‐flag lentivirus and then HDAC4 adenovirus, HDAC5‐GFP adenovirus, or HDAC9 adenovirus.FCo‐IP analysis showing interactions between NCoR1, MEF2a, and HDAC4 in ventricular samples.GCo‐IP analysis detecting interactions between NCoR1, MEF2a, and HDAC5 in NRVMs. Cells were infected with NCoR1‐flag lentivirus and then MEF2a‐HA lentivirus and HDAC5‐GFP adenovirus.Data information: Data represent three independent experiments. Data are presented as mean ± SEM. Two‐way ANOVA followed by Bonferroni post‐tests was used for statistical analysis.Source data are available online for this figure.

To further understand how NCoR1 would affect the function of class IIa HDACs, we investigated whether NCoR1 directly interacted with class IIa HDACs. Co‐IP experiments were performed after NCoR1 and class IIa HDACs (but not MEF2a) were overexpressed in NRVMs. We did not detect direct interactions between NCoR1 and HDAC4, HDAC5, or HDAC9 in NRVMs (Fig EV5E). These results indicated MEF2 was an important connecting protein between NCoR1 and class IIa HDACs in cardiomyocytes. This notion was further substantiated by results of Co‐IP experiments using MEF2a antibodies for IP, which revealed interactions between MEF2a and NCoR1 as well as MEF2a and HDAC4 in ventricular samples (Fig EV5F). Further, when MEF2a was overexpressed together with NCoR1 and HDAC5, interactions between NCoR1 and MEF2a as well as NCoR1 and HDAC5 were observed in NRVMs (Fig EV5G).

Therefore, we propose a working model for the mechanism by which NCoR1 functions in cardiomyocytes. In normal cardiomyocytes, NCoR1 forms a complex with MEF2 and class IIa HDACs. This complex inhibits the transcriptional activity of MEF2 and deacetylates histones to repress gene expression. When NCoR1 is absent, this complex is destructed, more MEF2a is recruited to its binding sites, histones are more acetylated, and more RNA polymerase II is recruited, leading to induction of fetal genes (Fig 6H).

HDAC3 was considered to be a main enzyme responsible for the repressive activity of NCoR1 (Mottis *et al*, 2013). Mice with liver‐specific NCoR1 deletion recapitulated the phenotype of mice with liver‐specific HDAC3 knockout (Sun *et al*, 2013). Cardiomyocyte‐specific HDAC3 knockout leads to cardiac hypertrophy and imbalance of lipid disposal in mouse heart (Montgomery *et al*, 2008; Sun *et al*, 2011). We analyzed whether NCoR1 would affect lipid metabolism in the heart. Triglyceride contents of left ventricles from LC and CMNKO mice were comparable under both fed and fasted conditions (Appendix Fig S3A). Oil red O staining of heart sections did not reveal difference between LC and CMNKO mice either (Appendix Fig S3B). These results implied that NCoR1 did not affect energy homeostasis in cardiomyocytes, differing from HDAC3.

### Overexpression of RIDs of NCoR1 in myocardium attenuated cardiac hypertrophy and dysfunction induced by AAC

To apply our findings to the prospect of gene therapy, we tried to transfer *NCoR1* into myocardium by adeno‐associated virus serotype 9 (AAV9) to examine its inhibitory effects on cardiac hypertrophy. The full length of *NCoR1* (~7 kb) is too large to be inserted into AAV9 plasmid. Because RIDs of NCoR1 were able to inhibit hypertrophy in NRVMs (Fig 4G–I), we delivered the RIDs into mouse myocardium using AAV9 [AAV9 NCoR1 (1939‐2453)‐Flag]. Overexpression of RIDs (Fig 7A) significantly reduced VW/BW after AAC (Fig 7B) and decreased the size of cardiomyocytes as shown by H&E and WGA staining (Fig 7C–E). Accordingly, expression of fetal genes was suppressed in ventricular samples of mice infected with AAV9 NCoR1 (1939‐2453)‐Flag after AAC (Fig 7F). AAV9 NCoR1 (1939‐2453)‐Flag also inhibited cardiac fibrosis and expression of fibrosis‐related genes after AAC (Fig 7G–I). In addition, cardiac dysfunction induced by AAC was significantly attenuated in mice infected with AAV9 NCoR1 (1939‐2453)‐Flag (Fig 7J and K, Appendix Table S4). These results demonstrated that overexpression of RIDs of NCoR1 in myocardium was sufficient to mitigate AAC‐induced cardiac hypertrophy and dysfunction.

**Figure 7:**
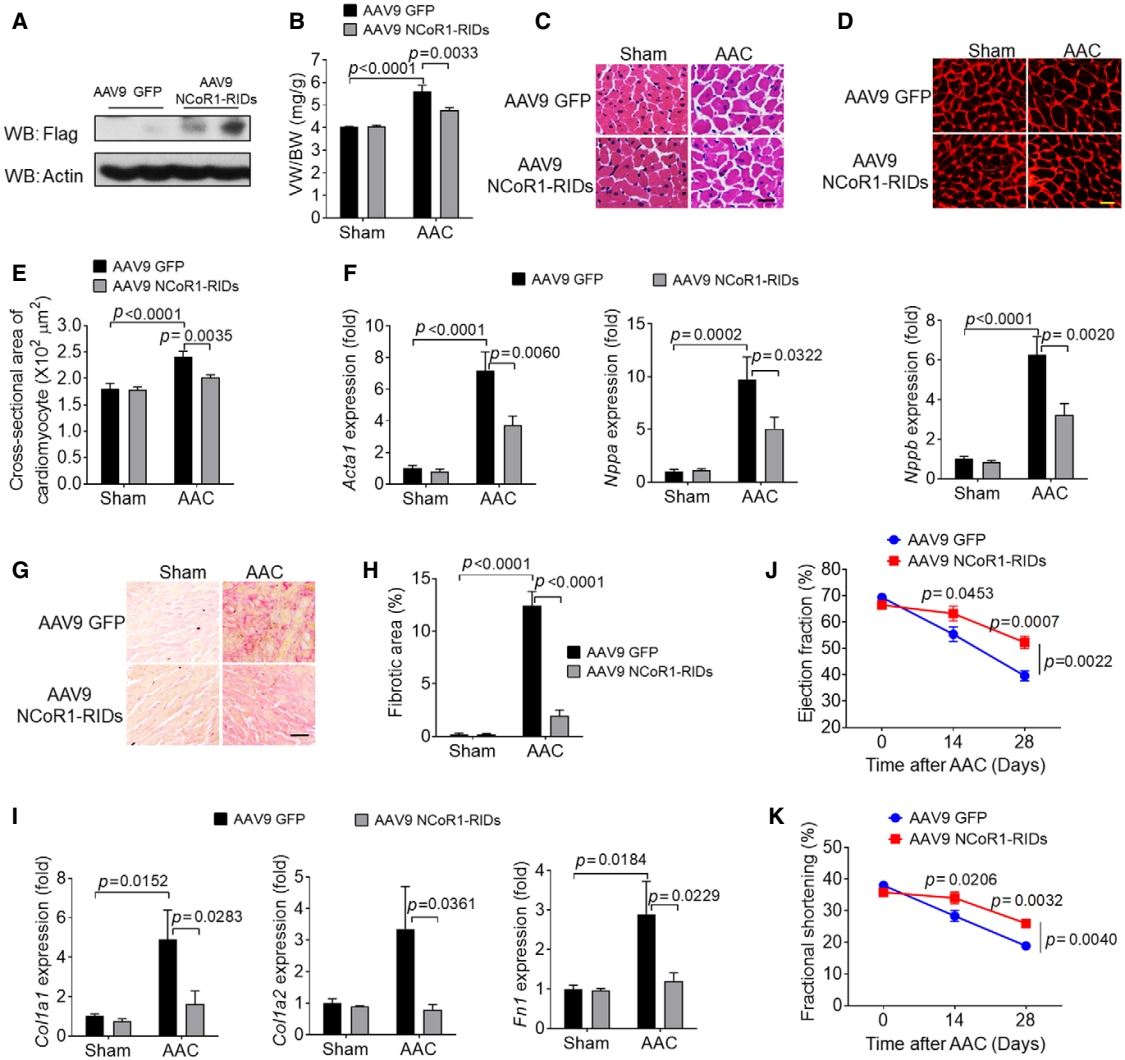
Overexpression of RIDs of NCoR1 inhibits AAC‐induced cardiac hypertrophy AWestern blotting analysis of RIDs of NCoR1 in left ventricular samples from mice infected with AAV9 GFP or AAV9 NCoR1‐RIDs (1939‐2453)‐Flag.BVW/BW of mice 2 weeks after sham operation or AAC. *n* = 7:7:12:12.CRepresentative H&E staining of cross sections of left ventricles. Scale bar: 10 μm.DRepresentative WGA staining. Scale bar: 10 μm.EQuantification of cardiomyocyte size. *n* = 6:6:7:8.FqRT–PCR analysis of hypertrophy‐related genes in left ventricles. *n* = 8:8:11:11.GRepresentative picrosirius red staining of cross sections of left ventricles. Scale bar: 20 μm.HQuantification of fibrotic areas. *n* = 5:5:7:7.IqRT–PCR analysis of fibrosis‐related genes in left ventricles. *n* = 8:8:11:11.J, K(J) Ejection fraction and (K) fractional shortening measured before, 2 and 4 weeks after AAC. *n* = 6:6.Data information: Data are presented as mean ± SEM. Two‐way ANOVA followed by Bonferroni post‐tests was used for statistical analysis.Source data are available online for this figure.

## Discussion

Although NCoR1 has been demonstrated to be an important player in transcriptional regulation in several other cell types, its function in cardiomyocytes and cardiac hypertrophy have not been elucidated. Through this study, we showed that cardiomyocyte NCoR1 deficiency led to cardiac hypertrophy under physiological condition and aggravated cardiac hypertrophy under POL. *In vitro* study further confirmed the suppressive role of NCoR1 in regulating the size of cardiomyocytes. Mechanistically, NCoR1 interacted with MEF2a and cooperated with class IIa HDACs to control cardiac hypertrophy. Importantly, overexpression of RIDs of NCoR1 in myocardium inhibited POL‐induced cardiac hypertrophy and dysfunction.

NCoR1 may be considered as a stress‐responsive and cardioprotective regulator during cardiac hypertrophy. Our results showed that the protein expression of NCoR1 was upregulated after hypertrophic stimulation, which we believed to be part of the adaptation during cardiac hypertrophy. Indeed, NCoR1 in turn served as a suppressor of cardiac hypertrophy. Similarly, other regulators such as NGF1A‐binding protein, inducible cAMP early repressor, and interferon regulatory factor 9 play inhibitory roles in cardiac hypertrophy, and the expression of these molecules all increases in response to hypertrophic stimuli (Tomita *et al*, 2003; Hardt & Sadoshima, 2004; Buitrago *et al*, 2005; Jiang *et al*, 2014; Guo *et al*, 2018).

We presented strong evidence of interactions among NCoR1, MEF2, and class IIa HDACs to regulate cardiomyocyte size. NCoR1 usually functions through transcription factors (Mottis *et al*, 2013). Although previous studies have shown that NCoR1 deficiency increases the activity of MEF2d in skeletal muscle, it is unclear whether NCoR1 directly interacts with any member in the MEF2 family (Yamamoto *et al*, 2011). We identified MEF2a and MEF2d as key transcription factors that mediated the effects of NCoR1 in cardiomyocytes. Moreover, our data illustrated direct interactions between NCoR1 and MEF2a. We went further to map out the precise interaction domains, the RIDs in NCoR1 and the DNA‐binding domain in MEF2a. Our data also indicated that MEF2a served as a critical connecting point between NCoR1 and class IIa HDACs. In addition, we uncovered the suppressive nature of NCoR1 on MEF2a and HDACs, the latter of which in turn regulated histone acetylation. These findings provided new insights into the mechanisms how the activities of MEF2a and HDACs were modulated, which might be useful for developing new strategies to intervene pathological cardiac hypertrophy.

NCoR1 usually cooperates with HDACs to execute its repressive activities (Mottis *et al*, 2013). In this study, we identified that class IIa HDACs were involved in the process in cardiomyocytes. HDAC3, a member of class I HDACs, has been previously demonstrated to participate in the repressive activities of NCoR1 (Mottis *et al*, 2013). For instance, similar phenotypes have been observed in liver‐specific NCoR1 knockout and HDAC3 knockout mice, indicating the interaction between NCoR1 and HDAC3 in hepatocytes (Sun *et al*, 2013). HDAC3 deficiency in cardiomyocytes causes severe cardiac hypertrophy at early age and excessive accumulation of triglycerides, which is accompanied by upregulation of genes related to energy metabolism (Montgomery *et al*, 2008). In our study, NCoR1 deficiency in cardiomyocytes only led to mild cardiac hypertrophy phenotype under physiological condition and did not affect triglyceride accumulation in the heart. Therefore, NCoR1 works more likely through class IIa HDACs instead of HDAC3 to affect cardiac hypertrophy.

AAV9‐mediated gene transfer was considered as a promising therapeutic route for heart disease (Pacak *et al*, 2006). Through exploration of the molecular mechanism, we identified that the RIDs was critical for NCoR1 to inhibit the transcriptional activity of MEF2a. We further demonstrated that overexpression of RIDs suppressed cardiomyocyte hypertrophy *in vitro*. More importantly, overexpression of RIDs using AAV9 was sufficient to repress pathological cardiac hypertrophy *in vivo*. These findings provided a potential gene therapy strategy for hypertrophic heart disease.

Taken together, we identified NCoR1 as a pivotal mediator, interacting with MEF2a and class IIa HDACs, to control the size of cardiomyocytes under both physiological and pathological conditions. These data unveiled novel functions of NCoR1 in cardiomyocytes and presented mechanistic insights. The findings support strategies targeting the NCoR1/MEF2a/HDACs complex in cardiomyocytes as potential novel approaches for the intervention of cardiac hypertrophy.

## Materials and Methods

### Animals and procedures

Cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice were generated by crossing floxed NCoR1 mice (Yamamoto *et al*, 2011) with αMHC‐Cre mice (Duan *et al*, 2005). All mice were in C57BL6/J background. Abdominal aortic constriction (AAC) was performed as previously described (Hara *et al*, 2002; Li *et al*, 2017). Briefly, 8‐ to 12‐week‐old male mice were anesthetized with 2% isoflurane inhalation. Abdominal aortas were dissected and ligated against a blunted 27G needle using 6‐0 silk sutures, and the needle was then removed. For sham operation, sutures were passed through without ligation. For angiotensin II (AngII)‐induced cardiac hypertrophy, mini‐pumps (2004D, Alzet) were implanted subcutaneously in 11‐ to 12‐week‐old male mice to deliver vehicle (sodium chloride) or AngII (750 ng/kg/min) for 4 weeks. Systolic and diastolic blood pressure was measured using a BP‐2000 Blood Pressure Analysis System (Visitech Systems; Krege *et al*, 1995; Sun *et al*, 2017). For starvation experiments, mice were starved in the morning and sacrificed 24 h later. Sample size for all animal studies was determined using power analysis. Animals were excluded if not in good health condition. Animals with the same genotype were randomly allocated into different groups. Investigators assessing results of animal studies were blinded from group allocation.

Mice were housed no more than 5 per cage in a specific pathogen‐free (SPF) facility under 12:12‐h light–dark cycle, fed with standard rodent chow, and given sterilized drinking water *ad libitum*. All mouse experiments were carried out following the NIH Guide for the Care and Use of Laboratory Animals. All animal studies were approved by the Institutional Review and Ethics Board of Shanghai Ninth People's Hospital, Shanghai Jiao Tong University School of Medicine and the Institutional Animal Care and Use Committee of Institute for Nutritional Sciences, Shanghai Institutes for Biological Sciences, and Chinese Academy of Sciences.

### Human sample collection

Human heart samples were collected when patients with hypertrophic cardiomyopathy were undergone heart transplantation. Control heart samples were obtained from healthy donors with normal cardiac functions. Informed consent was obtained from all subjects, and all the experiments using human samples conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. The specimens were processed immediately after surgery, snap‐frozen in liquid nitrogen, and then stored in a −80°C freezer. All studies were approved by the Institutional Review and Ethics Board of Shanghai Ninth People's Hospital, Shanghai Jiao Tong University School of Medicine.

### Cardiac hypertrophy estimation and sample collection

Mice were sacrificed 2 weeks after AAC. Ventricular weight‐to‐body weight ratio (VW/BW, mg/g) and ventricular weight‐to‐tibia length ratio (VW/TL, mg/mm) were used to evaluate cardiac hypertrophy. Ventricles were dissected, and parts of ventricles close to the base of the heart were fixed in 4% paraformaldehyde for histological analysis. Left ventricles were separated and frozen in liquid nitrogen for further analyses. Left ventricles were separated and frozen in liquid nitrogen for further analyses. For RNA‐sequencing, frozen ventricles were preserved in RNAlater (AM7030, Thermo Fisher Scientific).

### Echocardiograph analysis

Cardiac function was monitored using echocardiography (Vevo2100 Imaging System), similar to previously reported (Li *et al*, 2017). Mice were anesthetized, and hearts were imaged in two‐dimensional LV long‐axis view. Ejection fraction and fractional shorting were calculated based on M‐mode recordings.

### Histological analysis

Paraformaldehyde‐fixed heart samples were embedded in paraffin, and sections were stained with hematoxylin and eosin (H&E), WGA (W32464, Thermo Fisher Scientific), and 0.1% picrosirius red. Cross‐sectional areas of cardiomyocyte were measured as previously described (Li *et al*, 2014; Yu *et al*, 2016). Fibrotic staining was quantified as a percentage of positively stained areas to the total areas examined.

### Triglyceride measurement and oil red O staining

For triglyceride measurement, lipids were extracted from ventricle samples using the Bligh/Dyer method (Bligh & Dyer, 1959). Briefly, ventricle samples were homogenized in 200 μl NaCl solution (0.1 M), and then, 1 ml chloroform/methanol (2:1) solution was added to each sample. The samples were kept shaking for 2 h at room temperature. After centrifugation at 3,000 *g* for 10 min, the chloroform layer was extracted and evaporated, and the resultant residue was resolved in 250 μl isopropanol. Triglycerides were measured using a quantification kit (Beijing BHKT Clinical Reagent). Oil red O staining was carried out following a previous report (Sun *et al*, 2011). In brief, frozen sections were fixed in formalin for 10 min, stained in 0.5% oil red O (CI 26125, Sigma‐Aldrich) solution for 15 min, and then in hematoxylin for 5 s. Finally, sections were mounted in aqueous mounting media.

### Analysis of gene expression

Total RNA was isolated using TRIzol (15596026, Thermo Fisher Scientific), and cDNA was synthesized using reverse transcription kits (RR037A, Takara). qRT–PCR was carried out on an ABI7900HI (Applied Biosystems), and SYBR green (Applied Biosystems) was used to detect PCR products. Relative expression of each gene was determined by normalizing to GAPDH for ventricular samples and GAPDH or 18s for cells. The sequences of primers are listed in Appendix Table S5.

### Western blotting analysis

Total proteins were extracted by RIPA buffer containing protease inhibitor as previously reported (Sun *et al*, 2016; Zhang *et al*, 2017). Samples were separated by SDS–PAGE and then transferred to PVDF membranes. After primary and secondary antibody incubation, protein expression was visualized using ECL Western Blotting Substrate (Thermo Fisher Scientific) and quantified using ImageJ software. The primary antibodies were anti‐Actin (1:2,000, A7811, Santa Cruz), anti‐α‐Actinin (1:1,000, A7811, Sigma‐Aldrich), anti‐Flag (1:1,000, F3165, Sigma‐Aldrich), anti‐GFP (1:1,000, A10262, Thermo Fisher Scientific), anti‐HA (1:1,000, H3663, Sigma‐Aldrich or 3724, Cell Signaling), anti‐HDAC9 (1:200, sc‐398003, Santa Cruz; Schroeder *et al*, 2018), anti‐MEF2a (1:200, sc‐17785, Santa Cruz; Reineke *et al*, 2014), anti‐NCoR1 (1:500, 5948, Cell Signaling; Simcox *et al*, 2015), and anti‐HDAC4 (1:500, ab12172, Abcam or 2072, Cell Signaling; Wein *et al*, 2016).

### Chromatin immunoprecipitation (ChIP) and Co‐immunoprecipitation (Co‐IP)

Ventricular samples were homogenized into powders in mortars that were kept cold by lipid nitrogen. Then, the samples were crosslinked using 1% formalin solution for 15 min at room temperature, followed by quenching with 10X Glycine. ChIP experiments were carried out using EZ‐ChIP kit (17‐371, Millipore). 5 μg anti‐NCoR1 antibodies (5948, Cell Signaling), 2 μg anti‐MEF2a antibodies (sc‐17785, Santa Cruz), 10 μg anti‐HDAC4 (ab12172, Abcam), 10 μg anti‐HDAC5 (ab1439, Abcam; Meng *et al*, 2017), 5 μg anti‐acetyl‐Histone H3 (06‐599, Millipore), 5 μg anti‐acetyl‐Histone H4 (06‐598, Millipore), 10 μg anti‐RNA polymerase II (05‐623B, Millipore), mouse IgG (12‐371B, Millipore), and rabbit IgG (2729, Cell Signaling) were used for the pulldowns. ChIP products were analyzed using PCR. The PCR primers were as follows: *Acta1 F1* CAGCGGTATAAATAGAACCC, *Acta1 R1* CCTCCCAGGCAGACTCATCT and *Nppa F1* CATCCTGTTGGCACCTTGGACAC, *Nppa R1* CGTGTAAACACCAAGGGATG for ChIP using antibodies against NCoR1, anti‐MEF2a, or anti‐HDAC4; *Acta1 F2* CAGGCTGAGAACCAGCCGAAGGAA, *Acta1 R2* CCTGTCCCCTTGCACAGGTT and *Nppa F2* CGTGACAAGCTTTGCCGAAC, *Nppa R2* ATTCTGTCACTTGCAGCGATAAAG for ChIP using antibodies acetyl‐Histone H3 or acetyl‐Histone H4; and *Acta1 F3* GAAGACGAGACCACCGCTCTTG, *Acta1 R3* ATGGATGGGAACACAGCCCTGG, *Nppa F3* TCCATCACCCTGGGCTTCTTCCT, and *Nppa R3* CCTTGAAATCCATCAGATCTGTG for ChIP using RNA polymerase II antibodies.

Co‐IP experiments were performed as described previously (Sun *et al*, 2017). Ventricular samples were crashed and lysed by IP lysis buffer. The total lysates were separately incubated with anti‐IgG (12‐371B, Millipore) and anti‐MEF2a antibodies (sc‐17785, Santa Cruz) with protein A/G beads (sc‐2003, Santa Cruz Biotechnology) overnight. Finally, the immunocomplex was subjected to Western blotting analysis.

### Cell culture and treatment

Neonatal rat ventricular myocytes (NRVMs) were isolated according to published protocols (Simpson & Savion, 1982; Wang *et al*, 2014). Briefly, ventricles were harvested from 1‐ to 2‐day‐old Sprague Dawley rat pups. After minced into small pieces, ventricles were digested in PBS containing 0.1% trypsin‐EDTA and 1 mg/ml collagenase II (Worthington) to obtain single cell suspension. Cardiac fibroblasts were removed by preplating for 2–3 times. The plates were precoated with 1 mg/ml gelatin for 24 h. NRVMs were cultured in plating medium (high‐glucose DMEM with 10% FBS, 1% penicillin–streptomycin, and 100 μM BrdU) for 24 h and then in maintaining medium (high‐glucose DMEM with 1% penicillin–streptomycin and 100 μM BrdU). NRVMs were randomly divided into different groups. To induce cardiomyocyte hypertrophy, phenylephrine (PE, Sigma‐Aldrich, 200 μM) was added into media after NRVMs were cultured in maintaining medium for 24–48 h. NRVMs were infected with adenoviruses containing HDAC4 (1435, Vector Biolabs), HDAC4‐GFP (000548A, Applied Biological Materials Inc.), HDAC5‐GFP (ADV‐210890, Vector Biolabs), or HDAC9 (ADV‐210895, Vector Biolabs) 24 h later after plating. 293 FT cells were from Cell Bank of Chinese Academy of Sciences and cultured in DMEM containing 10% FBS. The cell line was authenticated using short tandem repeat profiling and tested for mycoplasma, and no contamination was detected.

### Immunofluorescence staining

NRVMs cultured on glass coverslips were fixed in paraformaldehyde for 15 min and then washed for three times with 1XPBS. After incubation with blocking solution (5% goat serum and 0.3% Triton X‐100 in 1X PBS) for 1 h, NRVMs were stained with anti‐actinin (1:500, A7811, Sigma‐Aldrich) overnight. Subsequently, NRVMs were incubated with secondary antibodies (1:1,000, A11005 or A11031, Thermo Fisher Scientific). Coverslips were finally mounted with ProLong^®^ Gold Antifade Reagent with DAPI (P36931, Thermo Fisher Scientific). Images were captured using fluorescence microscope. Surface areas of NRVMs were quantified by ImageJ software. Cytosolic localization of HDAC4 and HDAC5 was calculated and presented as percentage (Toth *et al*, 2018).

### Plasmids and siRNA

NCoR1‐flag plasmid was constructed as previously described (Yamamoto *et al*, 2011). Different fragments of NCoR1 were cloned into pHAGE plasmid. MEF2a‐HA sequence was amplified from mouse cDNA and inserted into pcDNA 3.1. The sequences for siRNA were as follows: siNCoR1, 5′CCAGGUCCAUGACAAGUGA3′; siMEF2a, 5′CAGUCGGAAACCAGAUCUA3′; siMEF2c, 5′CUGGCAGCAAGAACACAAU3′; siMEF2d, 5′CACCAAGUUUACUCAGCCA3′ and siControl 5′UUCUCCGAACGUGUCACGUTT3′. NRVMs were transfected with non‐targeting negative control and specific siRNA using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer's instructions.

### Lentivirus packaging and infection

pHAGE‐NCoR1‐flag plasmid and empty pHAGE plasmid were introduced into 293FT cells together with lentivirus packaging plasmids using Lipofectamine 2000 (Thermo Fisher Scientific). Media containing lentivirus were collected 48 and 72 h after transfections, combined, filtered through 0.22 filters, and condensed by ultracentrifugation (Sun *et al*, 2016). NRVMs were infected by lentivirus 12 h later after plating.

### Production and delivery of adeno‐associated virus serotype 9 (AAV9)

An AAV9 vector that contains cardiac troponin T (cTnT) promoter was constructed to make AAV9‐cTnT‐NCoR1 (1939‐2453) plasmid by Hanbio Company (Shanghai, China). AAV‐293 cells (Hanbio Company) were transfected with the AAV9‐cTnT‐NCoR1 (1939‐2453) plasmids to produce virus. Viral particles were collected, purified, and concentrated. The titer was measured by qPCR. AAV9 was subcutaneously injected into neonatal mice as previously described (Pacak *et al*, 2006; Yu *et al*, 2016).

### Luciferase assay

For luciferase assay, a 2 kb fragment in mouse *Acta1* or *Nppa* promoter region was cloned into pGL3 basic plasmid. Then, 293FT cells were co‐transfected with the promoter constructs and NCoR1‐flag, MEF2a‐HA, and Renila plasmids separately or in combination. Transcriptional activities were measured using a Dual‐Luciferase^®^ Reporter Assay System (E1910, Promega) 48 h after transfections.

### RNA‐sequencing

Frozen ventricles preserved in RNAlater were sent to WuXi NextCODE (Shanghai, China) for sequencing. Total RNA was extracted by TRIzol reagent (Thermo Fisher Scientific). After checking RNA quality, a sequencing library was constructed using TruSeq technology. Sequencing was carried out on a HiSeq X Ten (Illumina). Clean reads were aligned to mouse genome.

### Statistical analysis

Results were presented in the form of mean ± SEM and analyzed using Prism (GraphPad Software). Normality tests were performed to ensure normal distribution of data. Variation was detected for each group of data, and similar variance was assured between statistically compared groups. Two‐way ANOVA followed by Bonferroni post‐tests was used for multiple comparisons. Student's *t*‐test was used for pairwise comparisons. Results were considered significantly different if *P* values were ≤ 0.05.

## Author contributions

CL, X‐NS, B‐YC, M‐RZ, L‐JD, TL, H‐HG, Yuan L, Y‐LL, L‐JZ, X‐JZ, Y‐YZ, W‐CZ, Yan L, CS, SS, X‐RS, and YY performed experiments and collected data; CL, X‐NS, B‐YC, M‐RZ, FJ, R‐GL, and S‐ZD designed experiments and analyzed data; XL and JW coordinated the study; JA provided NCoR1‐floxed mice and revised the manuscript; CL, ZVW, and S‐ZD wrote and revised the manuscript; FJ, R‐GL, and S‐ZD supervised and coordinated the study.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Heart failure is still a major cause of morbidity and mortality around the world. Pathological cardiac hypertrophy is an important risk factor for heart failure. Therefore, identifying effective targets and strategies to restrain pathological cardiac hypertrophy remains a promising approach to limit the rising incidence of heart failure. Nuclear receptor corepressor 1 (NCoR1) is an essential player in transcriptional regulation. It is unclear whether NCoR1 plays a role in cardiomyocytes and during cardiac hypertrophy under physiological and pathological conditions.

**Results**

In this study, we found that cardiomyocyte‐specific NCoR1 knockout (CMNKO) mice exhibited spontaneous cardiac hypertrophy. Compared to their control littermates, CMNKO mice had increased cardiac hypertrophy, heart failure, and early death upon pressure overload. Mechanistically, NCoR1 cooperated with class IIa histone deacetylases (HDACs) to repress transcriptional activities of myocyte enhancer factor 2 (MEF2). Importantly, we identified specific domains in NCoR1, the receptor interaction domains (RIDs), responsible for the effects of NCoR1 on MEF2. Overexpression of RIDs in myocardium attenuated pressure overload‐induced cardiac hypertrophy and dysfunction.

**Impact**

Our study identified NCoR1/MEF2/HDACs complex as a novel target in cardiac hypertrophy. Delivering RIDs of NCoR1 into myocardium is a promising therapeutic strategy to treat cardiac hypertrophy and heart failure.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Source Data for Expanded View and Appendix

Review Process File

Source Data for Figure 3

Source Data for Figure 5

Source Data for Figure 7

## Data Availability

Original data of RNA‐sequencing were deposited into Gene Expression Omnibus (accession number GSE134923, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134923).

How the deposited data were processed for this re-analysis (not part of the article)

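RNA-sequencing of left ventricles of 3 LC mice and 3 CMNKO mice of 2 months of age was analysed, with 1 library per mouse. Frozen ventricles were kept in RNAlater, RNA was extracted with TRIzol, and libraries were made by TruSeq technology. The authors aligned clean reads to the mouse genome (mm8 in the submitters' processing notes) and deposited raw read counts per gene symbol and mouse, which are whole numbers and not normalized. The deposited log2 fold changes are the binary logarithm of the ratio of the authors' 2 normalized group means, CMNKO over LC, which the deposited values equal. The deposited FDR values are those of the authors' own comparison, whose test is not given in the sources used here, and neither are the aligner, the counting step and the normalization. The authors' log2 fold changes and FDR values were used only to count their calls and to compare directions. No genome positions are printed, since the build of the reference annotation at hand (GRCm38) differs from that of the counts. Per-sample columns left unused numbered 0.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, which kept 13040 of 17121 genes by filterByExpr, scaled libraries by TMM and fitted quasi-likelihood models, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. A fold change above 2 was required where counts of genes up or down are given with it, as in the paper. Log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1, two-sided, at a preset correlation of 0.01 and, as an alternative, at an estimated one, over the 29 of 32 lists with at least 3 tested genes. The lists cover MEF2 targets, muscle, matrix and metabolic genes and markers of the other cell types that a ventricle holds or that dissection could carry along. Alternatives were DESeq2 1.42.0, limma-voom, other scalings, other filters on low counts, each mouse left out in turn and the library series as a term. The lists, the tests of genes and lists, the alternatives and the rule for naming genes were written before the data were examined, but after the called genes of Dataset EV1 had been read, so that these values count as seen. The rule takes every gene the paper names for these samples, the 10 largest rises and the 10 largest decreases among genes past both thresholds with the groups apart, and the 4 members of each list with the smallest p, and some of the genes it takes are not reported here. The GC content correction, series 1 alone, CMNKO 18 alone and the analysis without mitochondrially encoded genes were added after seeing the data. Explanations of patterns were set out once the patterns had been seen, and the tests of mislabelling, of more non-cardiomyocyte cells, of adipocyte transcripts and of the splits for genes up and down were chosen only after the result was seen. GC content and length were taken from the longest transcript of GENCODE vM21, which matched 12613 of the 13040 genes by current or older symbol (12076 by the current symbol alone).
The procedure was tested on simulated data with known changes in 3 against 3 libraries. By edgeR 19.4% of genes changed by 1.5-fold, 73.1% of those changed by 2-fold and 100% of those changed by 4-fold were recovered, and 6.57% of the calls were false. A shifted list was found by camera under both correlations with 0 other lists called, and the GC content correction took a simulated GC trend from a Spearman's rho of -0.61 to -0.02. For genes and lists the simulated genes varied independently of each other and without the split of LC 25 and LC 26. The estimated correlations of the real lists ran from -0.10 to 0.63. The simulated shares of false calls therefore need not hold for the real data. Total counts of 6319488 to 8752609 per mouse set the depth, and genes removed by the filter, such as Mef2b with 16 counts in all, could not be tested.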

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

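The test of adipocyte transcripts and the analysis of CMNKO 18 alone were chosen only after the result was seen.
At a fold change above 2 and an adjusted p under 0.05, 28 genes were lower in CMNKO mice, and the paper's text on the sequencing describes only genes that were higher. The immediate early list, which the paper does not discuss apart from Jun, had a median log2 fold change of 0.81 (adjusted p = 1.1e-04 from camera with the preset correlation, and adjusted p = 0.498 with an estimated correlation). None of its 11 tested genes passed over all genes tested by edgeR, 7 passed when adjusted over the list alone, and Jun passed by DESeq2 and by limma-voom. Junb was at 0.97 and Dusp1 at 0.55. With the library series as a term its median was 0.87.
Adipoq, Cidec, Plin1 and Retn, which adipocytes express and the paper does not discuss, had 62 counts together in CMNKO 16 and CMNKO 17 (40 and 22) and at most 2 in any other library. Cfd and Car3, also abundant in adipocytes, had 68 and 104 counts in CMNKO 16, 17 and 37 in CMNKO 17 and at most 4 and 8 in the other 4. A candidate explanation is fat carried along at dissection of these 2 ventricles, for which the 62 counts fall in the libraries it needs, and adipocytes within the ventricle stay open as untested. In CMNKO 18 alone against the 3 LC mice, where the lone mouse is assumed to vary like the LC mice, edgeR called 0 genes (792 at an unadjusted p under 0.05, DESeq2 7, limma-voom 0). Ncor1 lost its call there too, at a log2 fold change of -1.25 against -1.07 with all mice, so that the lost calls say nothing about fat.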

How the results depend on the processing

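The GC content correction, series 1 alone, CMNKO 18 alone and the analysis without mitochondrially encoded genes were chosen after seeing the data. In series 1 alone LC 15 is the lone LC mouse and is assumed to vary like the CMNKO mice. Genes past an adjusted p of 0.05 numbered 79, against 128 with upper-quartile scaling, 44 with library totals only, 367 by DESeq2 (which gave no adjusted p for 1016 genes), 22 with the library series as a term, 168 with the GC content correction, 21 with both, 51 in series 1 alone, 0 by edgeR in CMNKO 18 alone (792 at an unadjusted p under 0.05) and 0 to 2624 with 1 mouse left out (0 without CMNKO 16 or CMNKO 17, 2624 without LC 15). Genes up by over 2-fold (29) numbered 77 by DESeq2, 2 with the series term, 3 with this and the GC content correction, 12 in series 1 alone, 0 in CMNKO 18 alone and 0 to 431 with 1 mouse left out, and genes down (28) numbered 13 with library totals only, 54 by DESeq2, 13 with the series term with or without the GC content correction, 0 in CMNKO 18 alone and 0 to 180 with 1 mouse left out. Library totals only moved the median of all genes to 0.12 and split the calls into 24 up and 20 down (54.5% up, against 44.3% of 79). Ncor1 stayed lower in every alternative, at -1.25 in CMNKO 18 alone and -1.15 to -0.99 with 1 mouse left out, but did not pass edgeR's test with Benjamini-Hochberg adjustment without CMNKO 16, 17 or 18 (adjusted p = 0.0862, 0.0759 and 0.0536) or in CMNKO 18 alone (0.515), over a range of 1.5e-07 to 0.515. The MEF2 list's median was -0.082 in CMNKO 18 alone and 0.015 to 0.15 with 1 mouse left out, with an adjusted p from camera of 0.0457 without LC 26. Its members up by over 2-fold (3) numbered 0 with the series term, 0 with this and the GC content correction, 0 in CMNKO 18 alone and 0 to 5 with 1 mouse left out. Lists called (14) numbered 8 with the series term, with or without the GC content correction, and 0 with an estimated correlation (1 at an unadjusted p under 0.05). Values turned sign for Nppb (1.03 with the series term, 1.03 in series 1 alone, 1.03 with the series term and the GC content correction, -1.03 to 0.50 with 1 mouse left out), Myh7 (-1.0, -1.0 and -0.99 in the same order, -0.057 with the GC content correction, -0.32 to 1.07 with 1 mouse left out), Mef2c (-0.0086, -0.0086 and -0.044 in that order, -0.15 in CMNKO 18 alone, -0.11 to 0.21 with 1 mouse left out), Hdac5 (-0.095, -0.095 and -0.073 in that order), Hdac7 (0.088 with library totals only, 0.11 in CMNKO 18 alone, -0.11 to 0.019 with 1 mouse left out) and Ccl2 (-0.34 in CMNKO 18 alone, -0.25 to 0.74 with 1 mouse left out). Over 57 named genes, the alternatives set beforehand left 585 values on their side of the threshold, took 147 out of it and brought 46 past it, and the added ones 197, 65 and 9. No paired analysis was possible because the LC and CMNKO mice share no numbers. Leaving out a mouse leaves fewer samples, but without LC 15 the calls rose, and the cause of these and the other changes was not tested. Without LC 15 genotype and library series coincide, so that the calls of that fit cannot be laid to genotype alone.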

Differences from the paper's values

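All alternatives named here were set before the data were examined, apart from series 1 alone and the GC content correction. The paper's text gives 57 genes upregulated at its thresholds (fold change above 2 and FDR under 0.05), and 29 were found here at the same thresholds. By DESeq2 the count was 77, within 1.5 times the paper's, and under every other alternative it differed by more. Dataset EV1 holds 60 genes higher and 54 lower in CMNKO mice, the paper's values, against 29 and 28 here. For the higher genes DESeq2 (77) came within 1.5 times the paper's value, and for the lower genes upper-quartile scaling (39), DESeq2 (54) and, chosen after seeing the values, the GC content correction (38, which drops 6 of the 23 lower genes called by the authors and here, 3 of them for want of a GC value) did, while the other alternatives did not. The paper gives 11 MEF2-regulated genes among the upregulated ones, against 3 of a different list of 25 genes here, the highest over the alternatives being 5 without LC 15. Of these 25 genes only 3 are among the authors' own calls, and all 3 rose here. The counts of the 2 lists are therefore not comparable, and how many of the paper's 11 genes passed here was not tested. All 55 tested genes that the authors' table calls higher were higher here too, but which of them belong to the 11 is not known here. The authors' deposited table calls genes of which 105 were tested here, and all 105 had the same direction. Both comparisons used the same counts, so that this is not independent evidence. Of the 57 genes past both thresholds here (29 up and 28 down), 46 are also called in the authors' table.
The paper states that cJun, monocyte chemoattractant protein 1 and glucose transporter type 4 were upregulated in ventricular samples, and from qRT-PCR on left ventricles that Acta1, Nppa and Nppb were too. This qRT-PCR and that of the fibrosis genes had larger groups than the 3 and 3 mice here. The paper's figure on the fetal genes also covers older mice, and its figure on the fibrosis genes lists the same group sizes. The sequencing covers mice of 2 months only. Whether the qRT-PCR shares mice with the sequencing is not given. In the sequencing data Jun was at 0.81 (adjusted p = 0.0555 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Ccl2 at 0.065 (0.949), Slc2a4 at 0.55 (0.172), Nppa at 1.18 (0.0672) and Nppb at -0.60 (0.521), while Acta1 rose. Ccl2 had only 72 counts over all libraries and a standard error of 0.48, and Nppb had a standard error of 0.50. The values of Ccl2 and Nppb therefore decide little about the rises that the paper reports. Jun passed with upper-quartile scaling, by DESeq2, by limma-voom, without LC 15, without LC 26 and, chosen after seeing the values, in series 1 alone, where Tgfb3 no longer passed and LC 15 as the lone LC mouse is assumed to vary like the CMNKO mice. Nppa passed by DESeq2, by limma-voom, without LC 15, without LC 26 and, chosen after seeing the values and on the same assumption for LC 15, in series 1 alone. Slc2a4 passed without LC 15, and Ccl2 and Nppb passed in no alternative. Without LC 15 genotype and library series coincide, so that a gene that passes there cannot be laid to genotype alone. Of the fibrosis genes the paper reports as augmented, Tgfb3 rose, and Ctgf (0.50), Fn1 (1.16), Col1a1 (1.17) and Col1a2 (1.11) did not pass. Fn1 passed with upper-quartile scaling, by DESeq2, by limma-voom, without LC 15 and, chosen after seeing the values, with the GC content correction, where Acta1 and Tgfb3 still passed. Col1a1 and Col1a2 passed without LC 15. None of these genes passed with the library series as a term, where Jun was at 0.87, Ccl2 at 1.08, Slc2a4 at 0.12, Nppa at 1.22, Nppb at 1.03, Acta1 at 2.56, Tgfb3 at 1.15, Ctgf at 0.43, Fn1 at 0.65, Col1a1 at 0.48 and Col1a2 at 0.34.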

Other observations

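The tests of mislabelling, of more non-cardiomyocyte cells and of the splits for genes up and down were chosen only after the result was seen, and the GC content correction and the analysis without mitochondrially encoded genes were added after seeing the data.
Besides the matrix genes, the markers of 4 other cell types were higher on average in CMNKO mice, while few single genes passed. The 12 endothelial genes had a median log2 fold change of 0.48 (Kdr 0.55, Tie1 0.59), the 12 smooth muscle and pericyte genes 0.68 (Lmod1 1.52), the 10 fibroblast genes 0.38 and the 10 macrophage genes 0.42 (Csf1r 0.67). Acta2 of the smooth muscle list and Pi16 of the fibroblast list (0.96, adjusted p = 0.0163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rose over all genes tested, and 8, 6, 1 and 1 genes rose when adjusted over the list alone, where Smtn of smooth muscle fell (-0.45). The 4 medians were 0.31, 0.13, 0.10 and 0.22 with the library series as a term, where camera with the preset correlation still called the endothelial list (adjusted p = 0.00160, though 0.498 with an estimated correlation and no series term) but not the other 3 (0.298, 0.298 and 0.399), and -0.31, -0.72, -0.27 and -0.42 in LC 25 and LC 26 against LC 15. The other marker lists large enough for camera did not pass it, with medians of -0.37 for the 6 erythroid genes (0.0076 with the series term, adjusted p = 0.0542 from camera with the preset correlation and 0.535 with an estimated one), 0.037 for the 3 adipocyte genes and 0.24 for the 4 Schwann cell genes. The atrial, lymphocyte and mesothelial lists had 2, 1 and 1 tested genes, too few for camera, at -0.40, -0.20 and 0.34.
Of metabolic and regulatory lists, lipid synthesis (median 0.38, with Scd2 past the test), targets of LXR (0.33, with Scd2), targets of thyroid hormone (0.30, with Hr) and clock genes (0.40, with Nfil3 at 1.43) were higher on average, each with 1 gene past the test over all genes and 3, 3, 2 and 2 when adjusted over the list alone. With the library series as a term these 4 medians were 0.053, 0.083, -0.013 and 0.13, with none of the 4 lists past camera at the preset correlation (adjusted p = 0.137 to 0.438), and they were -0.31, -0.50, -0.52 and -0.54 in LC 25 and LC 26 against LC 15. The clock genes did not move together between these controls. In LC 25 and LC 26 against LC 15, Arntl was at 2.39 and Clock at 0.60, while Per1 was at -1.13 and Per2 at -1.10. The median of the clock list therefore gives no single direction for the clock, and an effect of genotype on it was not told apart from this difference between LC mice. Oxidative phosphorylation and the citric acid cycle had a median of -0.16 (Sdhb -0.47), with 0 of 26 genes past edgeR's test over all genes or over the list alone, and the 4 Y-linked genes had -0.35 (-0.14 with the library series as a term), with 0 past edgeR's test over all genes and 3 lower when adjusted over the list alone. Camera with the preset correlation, genotype as the only term, called these lists and the endothelial, smooth muscle, fibroblast, macrophage, matrix, fetal program, immediate early and fatty acid lists, 14 in all, at adjusted p-values up to 0.0422, and 0 with an estimated correlation, where the lowest adjusted p was 0.498. The Y-linked genes had a median GC content of 36.2%, against 49.8% for all matched genes. With the GC content correction their median log2 fold change was -0.18. Their list then no longer passed camera with the preset correlation (adjusted p = 0.167), nor did it with the library series as a term (adjusted p = 0.515). Tbl1xr1, of the corepressor complex, was at 0.58, and of the class IIa deacetylases, which bind MEF2, Hdac4 was at 0.30, Hdac5 at 0.25, Hdac7 at -0.032 and Hdac9 at -0.54, none past the test.
LC 25 and LC 26 stood apart from LC 15 and the CMNKO mice, and across genes, which are not independent replicates, Spearman's rho between GC content and their log2 ratio to LC 15 was -0.45. Between libraries of series 1 rho ran from -0.22 (CMNKO 16 over LC 15) to 0.37 (CMNKO 18 over CMNKO 16), so that GC trends were not particular to LC 25 and LC 26. For the log2 fold change of CMNKO over LC rho was 0.31, and -0.073 with the library series as a term. A GC content trend is a candidate explanation for part of the distance of LC 25 and LC 26. With it corrected, however, the first principal component still parted them and held 45.9% of the variance. Without this correction, leaving out the 33 mitochondrially encoded genes took the component from 48.7% to 48.5% of the variance. So few genes weigh little among 13040, so that this cannot decide whether mitochondrial reads set LC 25 and LC 26 apart. A mislabelled CMNKO library is argued against by the 111 CPM of Ncor1 in LC 15, above every other library. Transcript length (rho -0.11) and fewer non-cardiomyocyte cells (the fibroblast median of -0.27 lies between the bounds set) stayed undecided. The library series follows this split and holds LC mice only on one side, so that the series and the mice cannot be told apart, and no biological explanation beyond the share of other cells was tested.
The matrix genes kept 89.1% of their median log2 fold change with the GC content correction, which argues against GC content as its cause. With the library series as a term 58.2% of it was left and the list still passed camera with the preset correlation (adjusted p = 6.2e-07, though 0.498 with an estimated correlation and no series term), so that the library series may account for part of it and the share cannot be told apart from genotype. More non-cardiomyocyte cells in the CMNKO samples could also raise these genes, and the fibroblast median of 0.38 lay under the bound of 0.44 set for it, at a difference of -0.055 (95% bootstrap interval -0.29 to 0.26), which decides neither way. The bootstrap drew genes and not mice, so that its interval leaves out the spread between mice. An effect of the loss of NCoR1 on matrix genes stays open as well, untested beyond the comparison of genotypes.
Of the 10 splits of the 6 mice into 3 against 3, 1, the real one, gave as many genes past an adjusted p of 0.05 (79 genes, highest other 0), 1 as many genes up (29, highest other 0), 1 as many down (28, highest other 0) and 1 as many lists (14, highest other 10). The splits are too few for a share under 0.05, and the other splits had 121 to 1778 genes at an unadjusted p under 0.05 by edgeR.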
